# Human cutaneous neurofibroma matrisome revealed by single-cell RNA sequencing

**DOI:** 10.1186/s40478-020-01103-4

**Published:** 2021-01-07

**Authors:** Jean-Philippe Brosseau, Adwait A. Sathe, Yong Wang, Toan Nguyen, Donald A. Glass, Chao Xing, Lu Q. Le

## Abstract

Neurofibromatosis Type I (NF1) is a neurocutaneous genetic syndrome characterized by a wide spectrum of clinical presentations, including benign peripheral nerve sheath tumor called neurofibroma. These tumors originate from the Schwann cell lineage but other cell types as well as extracellular matrix (ECM) in the neurofibroma microenvironment constitute the majority of the tumor mass. In fact, collagen accounts for up to 50% of the neurofibroma’s dry weight. Although the presence of collagens in neurofibroma is indisputable, the exact repertoire of ECM genes and ECM-associated genes (i.e. the matrisome) and their functions are unknown. Here, transcriptome profiling by single-cell RNA sequencing reveals the matrisome of human cutaneous neurofibroma (cNF). We discovered that classic pro-fibrogenic collagen I myofibroblasts are rare in neurofibroma. In contrast, collagen VI, a pro-tumorigenic ECM, is abundant and mainly secreted by neurofibroma fibroblasts. This study also identified potential cell type-specific markers to further elucidate the biology of the cNF microenvironment.

## Introduction

Neurofibromatosis type I (NF1) is a neurocutaneous genetic disorder with a frequency of 1 in 3000 births. This disease is characterized by the development of skin lesions called cutaneous neurofibromas (cNFs) [1]. Neurofibroma develops as the result of biallelic inactivation in the *NF1* tumor suppressor gene in the Schwann cell lineage, leading to an increase in Ras signaling. Although cNF is a benign tumor with zero malignant potential, it is often disfiguring and a great source of anxiety for NF1 patients. Surgical removal is the only treatment available, but it is impractical in patients with hundreds or thousands of tumors covering their bodies. Thus, there is an urgent need to develop effective therapies to reduce tumor burden.

On the one hand, strategies aimed at targeting the upstream or downstream pathways of Ras signaling in Schwann cells have not been very effective at regressing cNF [2]. On the other hand, independent laboratories have demonstrated that the microenvironment modulates neurofibroma development, thus making it a potential target for treatment. Mice with a heterozygous mutation for *Nf1* (mimicking NF1 patients) develop neurofibroma faster than their wild type littermates [3–5]. The cellular and molecular mechanisms by which the microenvironment promotes neurofibroma development, however, is unclear [6]. The neurofibroma microenvironment is composed of fibroblasts, pericytes, immune cells (such as macrophages, mast cells), and blood vessels mingled in a thick collagenous matrix. Although mast cells have been reported to be potential key players [1, 4, 7, 8], the vast majority of NF1 patients did not respond to a mast cell inhibitor in a clinical trial [9]. In addition to these various cellular components, neurofibromas contain a dense extracellular matrix (ECM) deposit, especially collagens: pioneering work by Peltonen and co-workers reported that up to 50% of a neurofibroma's dry weight is collagen as judged by the amount of hydroxyproline found in neurofibroma [10]. Although they further confirmed the presence of collagen type III [11, 12], IV [11, 13], V [11], and VI [14, 15] by in situ hybridization and immunohistochemistry, these techniques are rather qualitative. Because fibroblasts are collagen type I producers by definition, it is assumed that the bulk of collagen in neurofibroma is of collagen type I. Since fibrosis is by definition an excess of collagen I deposit, one leading hypothesis is that neurofibroma is similar to a nerve fibrosis [1] or a nerve injury that never heals [16]. However, recent clinical trials using the anti-fibrotic pirfenidone to treat plexiform neurofibromas had very modest results [17]. It is unclear if pirfenidone was ineffective at reducing collagen I deposition or if collagen I is simply not required for neurofibroma maintenance. Therefore, while the microenvironment appears critical for neurofibromagenesis, the exact cell type(s) and factor(s) involved in ultimately signaling back to the tumorigenic *NF1*^−/−^ Schwann cells remain unknown.

A major limitation to understanding the role of the microenvironment in neurofibroma biology is the lack of markers to distinguish its cell types. Not surprisingly, assessing the cellular source of the neurofibroma matrisome in vitro has proven to be difficult [18]. However, with the advent of single cell transcriptome analysis (scRNA-Seq), it is now possible to unbiasedly determine the cell type composition of a tissue [19, 20]. Here, we applied scRNA-Seq technology to fresh human cutaneous neurofibroma (cNF) to evaluate the cellular and molecular composition of the microenvironment. Our analyses revealed the type of ECM secreted by each cell type, provided a complete profiling of cNF collagen, and identified specific cNF fibroblast markers that will provide a molecular platform to further explore the biology of cutaneous neurofibroma.

## Results

### Single cell analysis of human cutaneous neurofibroma

To determine the repertoire of ECM genes and ECM-associated proteins (i.e. the matrisome) [21] expressed in cNF, we performed scRNA-Seq. Initially, we optimized a protocol that allows cell extraction with high yield and viability coupled to the 10XGenomics technology for scRNA-Seq. This protocol was applied to fresh human cNFs at the globular stage and yielded a total of 17,132 transcriptomes (cells) across 3 samples. 

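Cutaneous neurofibromas from 3 tumours were dissociated with enzymes, and the RNA of single cells was barcoded in droplets and sequenced. The authors counted unique molecular identifiers (UMIs, each standing for a captured transcript) with Cell Ranger 3.0.0 against GRCh38 and filtered cells on genes per UMI and on mitochondrial content. For each tumour they deposited a matrix of 19734 genes, listed by symbol, by cells. The deposited values are the natural log of 1 plus the UMIs of a gene per 10000 UMIs of the cell, as Seurat's LogNormalize gives them. UMI counts could be worked back from these values, since 100% of the values came out within 0.01 of a whole number of UMIs. Tumour 1 held 3721 cells and 10017798 UMIs, tumour 2 held 11524 cells and 25713574 UMIs, and tumour 3 held 1887 cells and 6493845 UMIs. The median cell had 2055, 1603 and 2399 UMIs and 820, 631 and 901 detected genes in tumours 1, 2 and 3. Cells with fewer than 1000 UMIs numbered 422, 3374 and 79, so genes of low expression go undetected more often in tumour 2. The tumours were integrated in Seurat 5.3.0 by canonical correlation analysis and clustered with 10 principal components and a resolution of 0.3, the settings in the paper's methods. Genes of matrisome families and genes that the paper names as results were kept out of the clustering, so that the genes measured had not defined the clusters. Clusters were named from lists of marker genes. Expression is given as mean UMIs per 10000 UMIs over the cells of a type in a tumour, and the tumours are the replicates (n = 3). Comparisons over all genes used limma 3.58.1 on log2 of these means plus 0.1, with the tumour as a block. Single comparisons used an exact sign-flip permutation test, two-sided, whose smallest possible p with 3 tumours is 0.25. In droplets, free RNA adds UMIs to cells that do not express a gene, so shares of cells with a UMI are given beside the share in cell types that should lack the gene.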

We analyzed each sample individually for quality control. To identify the shared clusters (and associated cell types) we integrated all the samples using Seurat. To ensure that every sample is homogeneously represented and analyzed, we randomly subsampled 1000 cells per sample, totaling 3000 cells (Additional file 1: Figure S1A). 

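The cells were clustered both with all 17132 cells and with 1000 cells drawn at random from each tumour. Each of these analyses gave 9 clusters, which were named as 6 cell types. Of the 3000 cells drawn, 96.9% were placed in the same cell type as in the clustering of all cells. Fibroblasts made up 63.2% ± 13.2 (SD, n = 3 tumours) of all cells and 64.6% ± 12.3 of the cells drawn. The shares of endothelial cells were 20.3% ± 12.4 and 20.7% ± 13.5. For antigen-presenting cells (APCs), the shares were 7.45% ± 6.94 with all cells and 7.03% ± 7.10 with the cells drawn. Schwann cells took 3.85% ± 2.66 and 3.73% ± 2.83, pericytes 2.95% ± 1.77 and 2.37% ± 1.46, and hematopoietic cells 2.26% ± 1.59 and 1.53% ± 0.961. In each cell type, the clusterings differed by less than the spread between tumours.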

We also verified this analysis without subsampling and got the same results (Additional file 1: Figure S1B). We further carried out subclustering as described in the “Methods” section. The UMAP (Uniform Manifold Approximation and Projection) visualization of this clustering analysis is shown in Fig. 1a. We identified the markers per cluster (“Methods” section) and annotated the cell identity of the resulting clusters by manually surveying their global gene expression (Additional file 2: Table S1). As expected, we identified a cell cluster corresponding to the tumorigenic Schwann cells, i.e. positive for Schwann cell markers [*S100B, CDH19, PLP1*], as well as clusters from non-tumorigenic cells of the microenvironment: endothelial cells [*PECAM1* (CD31)*, CD74, CLDN5*], hematopoietic cells [*PTPRC* (CD45)*, CCL5, CD69*], pericytes [*ACTA2* (SMA)*, MCAM* (CD146), *RGS5*], antigen-presenting cells (APCs) [HLA-DRA, HLA-DQA1, HLA-DPB1] and fibroblasts [*COL1A1, DCN, LUM*] (Fig. 1b, Additional file 1: Figure S2 and Additional file 2: Table S1). Overall, our scRNA-Seq data confirmed the presence of all expected cell types within cNF.

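Of the 9 clusters over the 3 tumours, 3 were fibroblasts, 2 were endothelial cells, and Schwann cells, pericytes, APCs and hematopoietic cells formed 1 each. S100B, on chromosome 21 of GRCh38 from 46598604 to 46605208, was expressed at 14.8 ± 5.81 UMIs per 10000 (SD, n = 3) in Schwann cells. CDH19 reached 7.51 ± 2.01 in the same cells. The log2 fold changes of these genes over the mean of the other cell types were 5.64 and 5.06, with adjusted p values from limma of 5.1e-09 and 7.7e-09. A UMI of S100B was found in 51.1% of Schwann cells, 2.74% of fibroblasts and 2.61% of endothelial cells, at median depths of 900, 1660 and 2465 UMIs. In endothelial cells, PECAM1 was at 2.20 ± 0.494 and CLDN5 at 3.17 ± 1.22, with log2 fold changes of 3.42 and 3.86. CD74 was at 30.1 ± 12.8 in endothelial cells and 29.1 ± 17.5 in APCs, a difference smaller than the spread between tumours. Hematopoietic cells had PTPRC at 9.31 ± 4.52 and CD69 at 5.23 ± 3.99. RGS5 was at 30.2 ± 4.63 in pericytes, with a log2 fold change of 6.97. MCAM was at 3.73 ± 1.25 in pericytes and 1.65 ± 0.613 in Schwann cells. HLA-DRA was at 64.7 ± 23.3 in APCs and 13.1 ± 3.86 in endothelial cells, HLA-DPB1 at 22.2 ± 7.64 and 4.75 ± 2.00, and HLA-DQA1 at 12.1 ± 5.63 and 2.01 ± 0.994. Fibroblasts had DCN at 71 ± 9.99 and LUM at 29.7 ± 6.21, against 17.7 ± 6.27 and 9.48 ± 4.94 in Schwann cells, where they were next highest.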

**Fig. 1:**
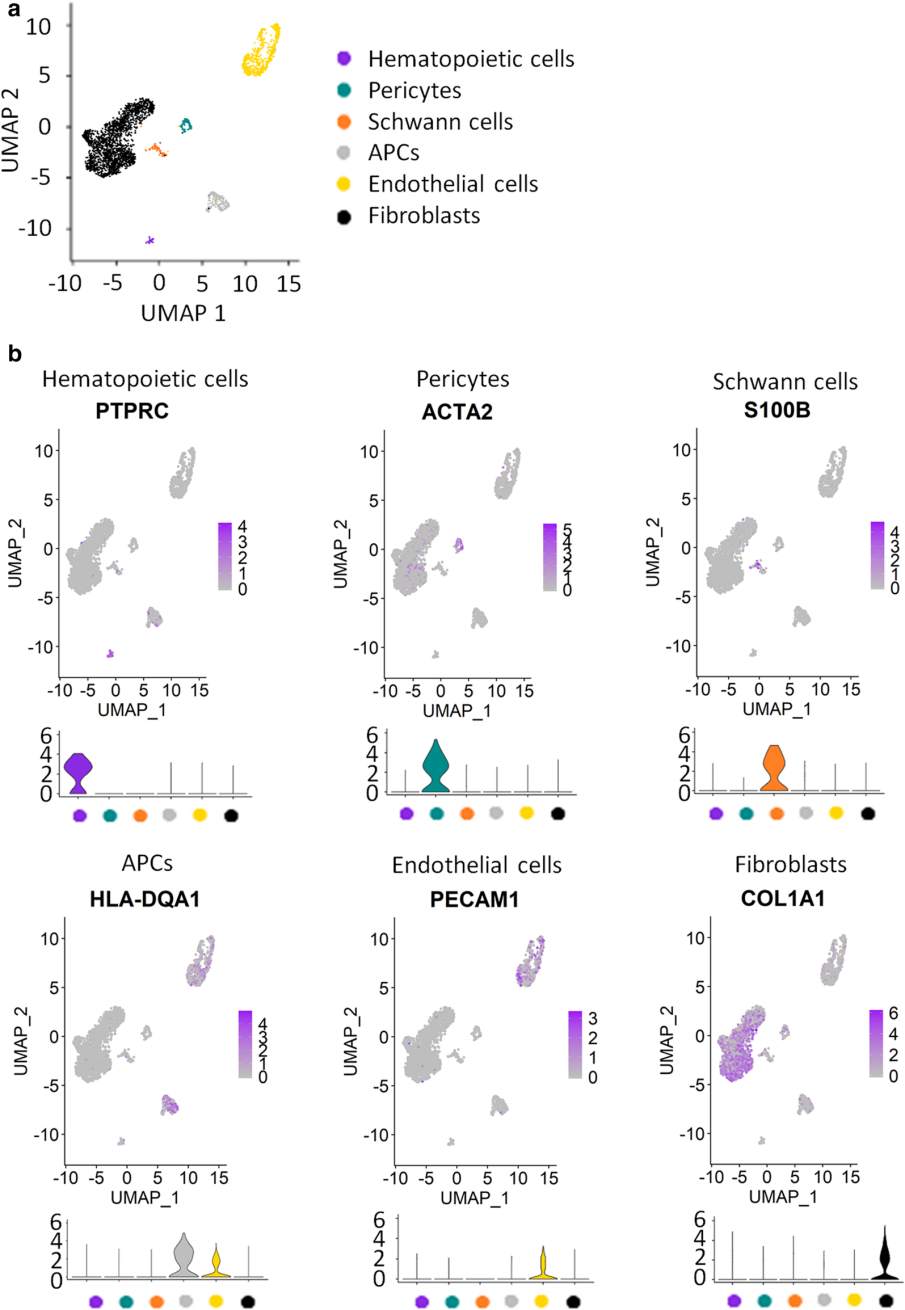
Single cell analysis of human cutaneous neurofibroma identifies 6 major cell types. **a** Uniform Manifold Approximation and Projection (UMAP) shows groupings of three human cutaneous neurofibroma cell populations totaling 3000 cells (random sampling of 1000 cells per sample). Each point represents a cell. Cells are color-coded according to cell type; 64 hematopoietic cells, 96 pericytes, 95 Schwann cells, 230 antigen-presenting cells (APCs), 619 endothelial cells, and 1896 fibroblasts were identified. **b** Feature plots (upper) and violin plots (lower) of genes defining different cell types in human cutaneous neurofibroma. The intensity of the purple color indicates the normalized level of gene expression

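Among all cells of the 3 tumours there were 9493 fibroblasts, 4645 endothelial cells, 1073 APCs, 771 Schwann cells, 679 pericytes and 471 hematopoietic cells. A draw of 1000 cells from each tumour would hold on average 1897 fibroblasts, 608 endothelial cells, 223 APCs, 116 Schwann cells, 88.5 pericytes and 67.9 hematopoietic cells. The tumours differed in composition. Fibroblasts were 69.8%, 48.1% and 71.8% of the cells of tumours 1, 2 and 3, and endothelial cells 20.9%, 32.3% and 7.53%. APCs were 0.994%, 6.57% and 14.8%. Schwann cells made up 6.07%, 4.58% and 0.901%, so that tumour 3 holds 17 of them, and tumour 1 holds 17 hematopoietic cells. With each tumour clustered on its own, no Schwann or pericyte cluster was found in tumour 3 and no hematopoietic cluster in tumour 1.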

### The cellular source of the neurofibroma matrisome

Next, we investigated which cell types contribute to the neurofibroma matrisome. To do this, we retrieved the top markers for each of the six cell clusters (Additional file 2: Table S1) as mentioned earlier and filtered for gene expression signatures for any human matrisome genes (http://matrisomeproject.mit.edu/other-resources/human-matrisome/). This yielded a list of 115 matrisome genes, with some uniquely expressed and some shared across the six neurofibroma cell types (Fig. 2). 

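The Matrisome Project list is not part of the deposited data, so matrisome genes were taken from 12 gene families fixed beforehand, among them collagens, laminins, proteoglycans, serpins and chemokines. The families hold 513 of the genes in the files, and 356 of these reached a mean of 0.1 UMIs per 10000 in at least 1 cell type and were tested. Each cell type was compared with the mean of the other cell types, over all 10825 genes that passed the same filter. With limma, 269 of the 356 genes were higher in at least 1 cell type at an adjusted p threshold of 0.05 and a log2 fold change of at least 1. With p values adjusted over the list alone, 290 genes were called. A single cell type was called for 208 genes, 2 cell types for 60 genes and 3 cell types for 1 gene. Among the families, 22 of 25 tested collagens, 12 of 12 proteoglycans and 27 of 29 chemokines were called. The count moved most with the average taken over cells: from means of the deposited log values, 55 genes were called, and with a pseudocount of 1 in place of 0.1, 125 genes. In data simulated for this comparison, limma recovered 84.5% of 200 changed genes among 10825, with 6 false calls. The simulation gave a gene normal noise of the same spread in every tumour and cell type. In the real data, the groups hold between 17 and 5541 cells, and 3513 of the 10825 genes were called. These rates therefore may not hold for the real calls.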

With the goal of identifying putative cell type-specific markers, we examined the genes in Fig. 2. In addition to the general cell type markers presented in Fig. 1b, we found that hematopoietic cells specifically/uniquely express cystatin F (*CST7*); pericytes express the tubulointerstitial nephritis antigen like 1 (*TINAGL1*); endothelial cells express the EGF like domain multiple 7 (*EGFL7*); and fibroblasts express fibronectin 1 (*FN1*). Thus, all neurofibroma cell types contribute to the ECM deposition, and some matrisome genes are potential markers for identifying the cell types that populate the neurofibroma microenvironment.

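CST7, at 24949269 to 24959928 on chromosome 20 of GRCh38, was expressed at 3.88 ± 1.76 UMIs per 10000 (SD, n = 3) in hematopoietic cells and 0.502 ± 0.286 in APCs, the cell type with the next highest mean. Its log2 fold change over APCs was 2.70 (SE 0.44, adjusted p = 1.7e-04 from limma), and it was higher in 3 of 3 tumours. A UMI of CST7 was found in 33.3% of hematopoietic cells, 9.41% of APCs and 0.600% of fibroblasts. TINAGL1, at 31576485 to 31587686 on chromosome 1, was at 3.51 ± 1.85 in pericytes and 0.673 ± 0.0522 in endothelial cells, a log2 fold change of 2.09 (SE 0.44, adjusted p = 0.0028). In 3 of 16 alternative settings, the difference in TINAGL1 was short of the threshold, with adjusted p values up to 0.39. EGFL7, at 136658856 to 136672678 on chromosome 9, was at 2.62 ± 0.370 in endothelial cells and 0.326 ± 0.284 in Schwann cells, a log2 fold change of 3.00 (SE 0.57, adjusted p = 7.6e-04). FN1, at 215360440 to 215436073 on chromosome 2, was at 4.68 ± 2.48 in fibroblasts and 3.01 ± 3.31 in Schwann cells. The mean in Schwann cells rests on tumour 3, with 6.84 in only 17 cells, against 1.11 and 1.09 in tumours 1 and 2. Over the mean of the other cell types, FN1 was higher in fibroblasts by 2.43 on the log2 scale (adjusted p = 8.1e-04). Against Schwann cells alone, the log2 fold change was 0.97 (SE 0.57, adjusted p = 0.48), FN1 was higher in 2 of 3 tumours, and the difference did not hold up against the spread. Among the alternative settings, 3 of 16 reached an adjusted p under 0.05, the only threshold set for differences from the next highest cell type. With means of the deposited log values, which was among them, the difference was below 1. Adjusted p ranged from 0.0073, when all variable genes were used to cluster, to 0.91.

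**Figure D1:**
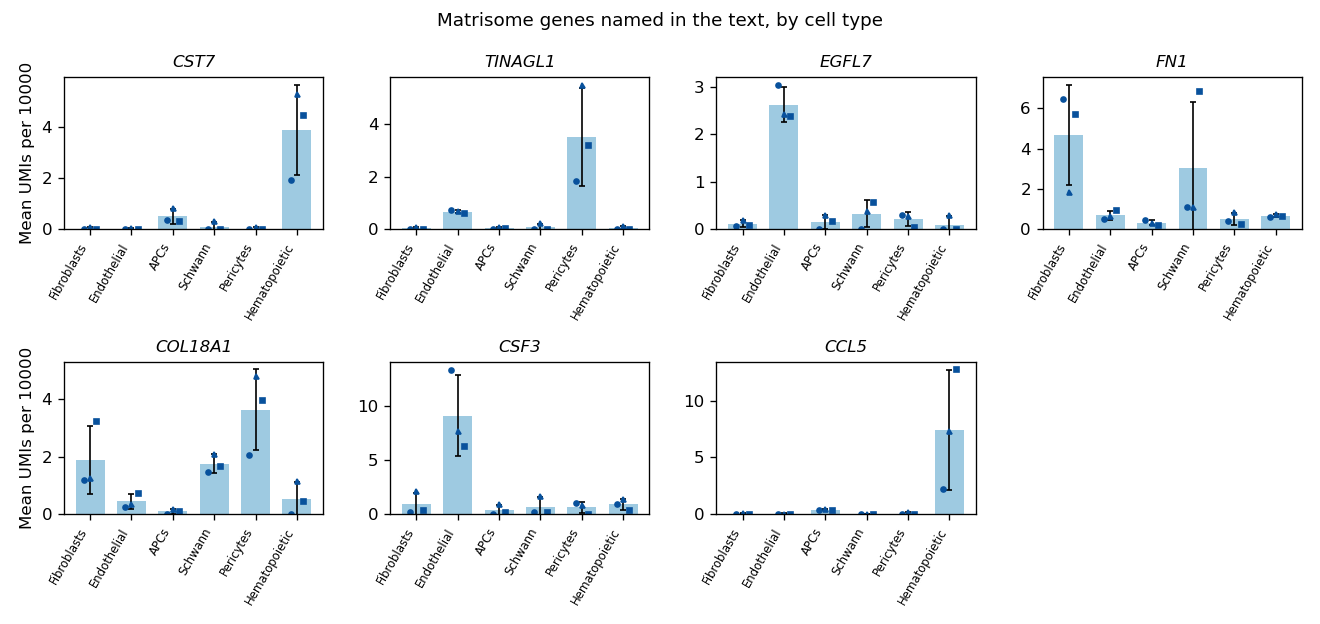
Mean UMIs per 10000 UMIs of 7 matrisome genes (vertical axis of each panel) in 6 cell types (horizontal axis). Bars are means and error bars SDs over the 3 tumours, whose values are drawn as circles, triangles and squares; FN1 lies at 4.68 in fibroblasts and, raised by tumour 3, at 3.01 in Schwann cells.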

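Matrisome genes were called in every cell type: 118 in fibroblasts, 78 in Schwann cells, 48 in APCs, 38 in pericytes, 34 in endothelial cells and 15 in hematopoietic cells. The 3 genes with the largest fold changes, among those higher in each tumour, were taken from each cell type. In fibroblasts these were DCN (log2 fold change 3.41), LUM (3.3) and SFRP4 (3.22), and in endothelial cells CSF3 (3.96), EGFL7 (3.52) and ANGPT2 (3.40). APCs had CXCL8 (6.17), MMP9 (6.01) and IL23A (4.88), with CXCL8 at 647 ± 86.8 UMIs per 10000 (SD, n = 3). Schwann cells had S100B (5.64), PTN (4.73) and COL20A1 (4.23). Pericytes had CCL19 (4.48), CCL8 (4.22) and TINAGL1 (4.07), and hematopoietic cells XCL2 (5.78), XCL1 (5.71) and CCL5 (5.11). The adjusted p of these genes from limma lay between 1.8e-11 and 3.7e-05. From the genes of Fig. 2, the paper concludes that all the cell types of the tumour contribute to its ECM.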

**Fig. 2:**
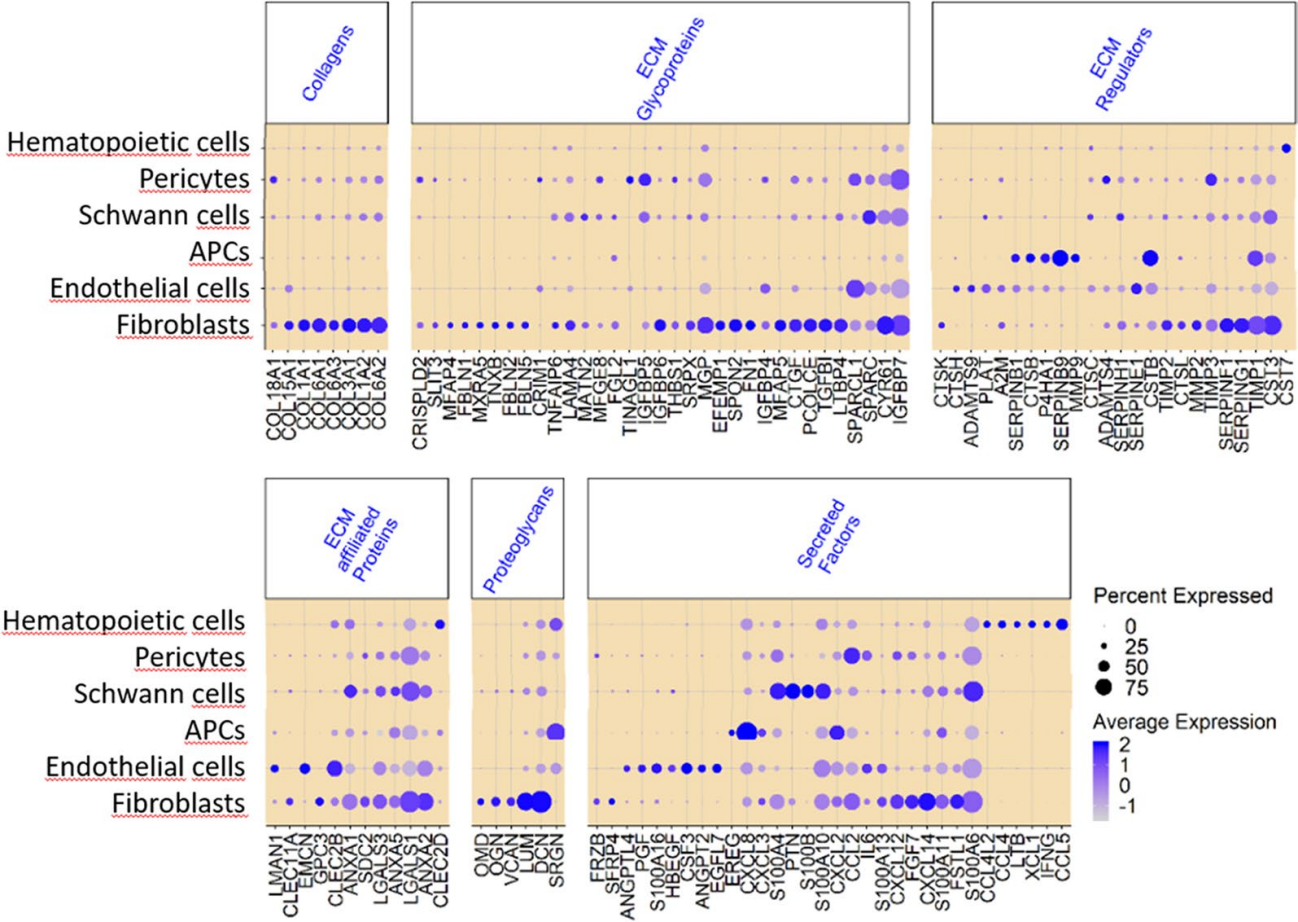
Cell types within the cNF microenvironment show overlapping and unique expression of matrisome genes. **a** Dot plot representing the shared and common matrisome genes expressed in neurofibroma hematopoietic cells, pericytes, Schwann cells, antigen-presenting cells (APCs), endothelial cells, and fibroblasts

### Classic fibrogenic fibroblasts are rare in neurofibroma

All major organ fibrosis and many cancer-associated fibroblasts are characterized by the expression of the smooth muscle actin (SMA) marker. SMA is also used as a pericyte marker [22] and our scRNA-Seq data confirmed this (Fig. 1b), while revealing that very few cNF fibroblasts are SMA positive. These data indicate that classic fibrogenic fibroblast markers are rare in cNF. Indeed, dipeptidyl peptidase 4 (*DPP4*), fibroblast activated protein (*FAP*), and collagen type XI (*COL11A1*), markers of activated/cancer-associated fibroblasts [23–25], are expressed at very low levels (Fig. 3a). These findings were validated in human tissues using keloid as a positive control. 

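ACTA2, which encodes SMA, lies on chromosome 10 of GRCh38 from 88935074 to 88991339. Its expression was 13.5 ± 5.18 UMIs per 10000 (SD, n = 3) in pericytes and 0.369 ± 0.113 in fibroblasts. With 0.1 added to each mean, the log2 ratio of pericytes to fibroblasts was 4.81 ± 0.89, a fold of 28.1. This addition makes the fold smaller than that of the means themselves. Pericytes were higher in each of the 3 tumours (exact permutation test, p = 0.25, the smallest that 3 tumours allow). In limma, the adjusted p of this difference was 3.4e-07, with a standard error of 0.45. With means of the deposited log values, turned to log2, pericytes were higher by 1.95, a difference of mean log2 of 1 plus UMIs per 10000 that is not on the scale of the ratio. A UMI of ACTA2 was found in 52.7% ± 8.67 of pericytes and 7.58% ± 4.62 of fibroblasts. As background, the share was 2.27% ± 0.811 for endothelial cells and 0.899% ± 1.00 for APCs. When each cell was thinned to 1000 UMIs, to compare cells at equal depth, the shares were 38.0% ± 14.2 of pericytes, 3.27% ± 1.25 of fibroblasts, 2.56% ± 0.295 of Schwann cells and 0.731% ± 0.328 of endothelial cells. At this depth, 2.24% ± 1.37 of fibroblasts had UMIs of both ACTA2 and collagen type I.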

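DPP4 (chromosome 2 of GRCh38, 161992245 to 162074394), FAP (chromosome 2, 162170684 to 162245151) and COL11A1 (chromosome 1, 102876467 to 103108872) had 39, 1175 and 115 UMIs in all cells of the 3 tumours. A UMI of DPP4 was found in 0.245% ± 0.308 (SD, n = 3) of fibroblasts, 0.0537% ± 0.0930 of endothelial cells and 0.833% ± 1.44 of hematopoietic cells. Fibroblasts exceeded endothelial cells in this share by less than the spread between tumours. FAP was found in 8.84% ± 3.59 of fibroblasts against 1.99% ± 0.831 of endothelial cells and 0.736% ± 0.981 of APCs. For COL11A1, the shares were 1.31% ± 1.12 of fibroblasts, 0.505% ± 0.784 of endothelial cells and 0 of 1073 APCs, which allows a share of up to 0.280%. In cells thinned to 1000 UMIs, 0.0634% ± 0.0638 of fibroblasts had a UMI of DPP4, 4.33% ± 2.97 of FAP and 0.647% ± 0.509 of COL11A1. Endothelial cells at this depth had shares of 0.0141% ± 0.0244, 0.552% ± 0.143 and 0.0885% ± 0.128. FAP was found in 3.76% ± 2.62 of Schwann cells at this depth, below fibroblasts by less than the spread between tumours. Mean expression in fibroblasts was 0.00841 ± 0.00752 UMIs per 10000 for DPP4, 0.483 ± 0.354 for FAP and 0.0668 ± 0.0479 for COL11A1. Because a cell with little of a transcript often yields no UMI of it, these shares are of cells with a detected transcript. The paper reasons from such values that fibroblasts with classic fibrogenic markers are rare in cNF.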

Keloid is also a benign skin tumor but characterized by SMA-positive fibroblasts and TGFβ activation [26, 27]. Importantly, the plexiform type of neurofibroma (pNF), which differs clinically from cNF [1], is also negative for these fibrogenic markers, generalizing the findings beyond the cutaneous type of neurofibroma (Fig. 3b). To further demonstrate the lack of classic fibrogenic fibroblasts and associated markers in neurofibroma, we profiled the universal fibrogenic expression signature [28] in bulk cNF (n = 5) and their matched normal skin margin (n = 5) by qPCR. As suggested by the scRNA-Seq analysis, the majority of the markers surveyed are not dramatically increased in cNF (Fig. 3c). Once again, these data indicate that the majority of cNF fibroblasts are different from the classic fibrogenic fibroblasts and hence, express a different set of markers.

**Fig. 3:**
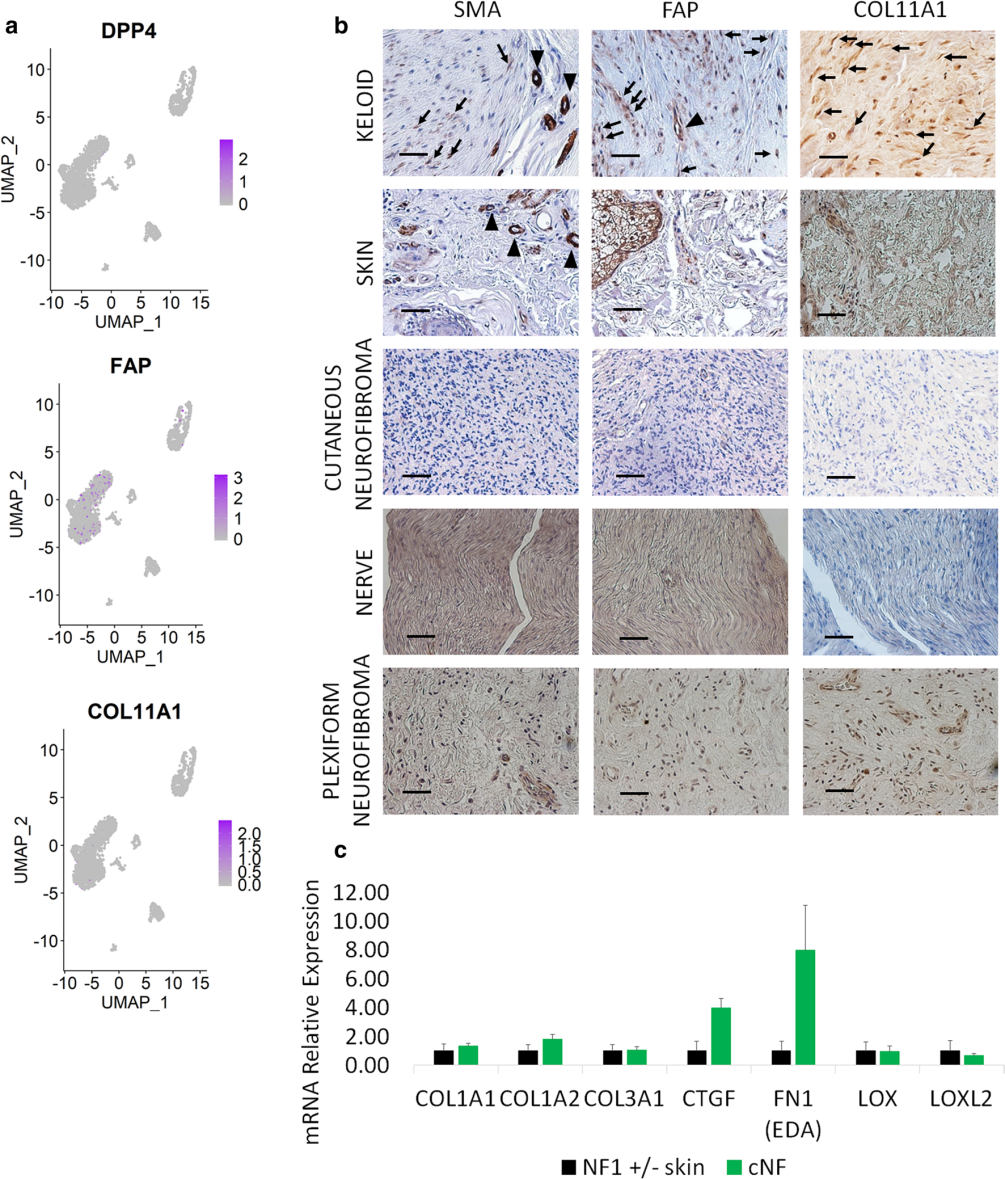
Classic fibrogenic fibroblasts are rare in neurofibroma. **a** Feature plots of dipeptidyl peptidase 4 (*DDP4*), fibroblast-activated protein (*FAP*), and *COL11A1* in human cutaneous neurofibroma. The intensity of the purple color indicates the normalized level of gene expression. **b** Characterization of activated fibroblasts in human clinical samples [keloids, normal skin (skin), cutaneous neurofibroma (cNF), normal peripheral nerve (nerve), and plexiform neurofibroma (pNF)] by immunohistochemistry [alpha smooth muscle actin (SMA), Fibroblast activation protein (FAP), and COL11A1]. **c** Profiling of the universal pro-fibrotic gene expression signature in human cutaneous neurofibroma (n = 5) and their normal skin margin (n = 5) by real-time PCR. Scale bar = 50 um. Arrows point fibroblasts and arrow heads point pericytes unspecific staining inherent to these fibroblasts markers

### Neurofibroma fibroblasts do not abundantly secrete collagen type I

Surprisingly, we observed that both genes encoding type I collagen (*COL1A1* and *COL1A2*) were not significantly overexpressed in cNF compared to normal skin margin (Fig. 3c). This prompted us to further investigate the expression of type I collagen using two additional and independent approaches. First, we stained normal skin (i.e. from non-NF1 patients) as well as cNF, normal nerve, and pNF with Sirius Red. When polarized filters are used, collagen type I can be detected specifically as a bright red signal [29]. Sirius Red staining showed abundant deposition of collagen type I in normal skin, whereas this type of collagen is virtually absent from cNF and pNF (Fig. 4a). Second, we took advantage of a published normal skin scRNAseq dataset produced by the same technology [30] to confirm the trend we observed by qPCR (Fig. 3c) and Sirius Red staining (Fig. 4a). To do so, we extracted the transcriptomic data associated with normal skin fibroblasts [30] and integrated them with the transcriptomic data associated with our fibroblast cluster found in Fig. 1a using Seurat. Intriguingly, normal and neurofibroma fibroblasts do not cluster separately and have a very similar gene expression profile (Fig. 4b, e). Collagen type I is expressed by both normal skin fibroblasts and neurofibroma fibroblasts and there is a trend toward lower expression in neurofibroma fibroblasts although it is not statistically significant after false discovery adjustment (Fig. 4c, d). Thus, neurofibroma fibroblasts do not abundantly secrete collagen type I.

**Fig. 4:**
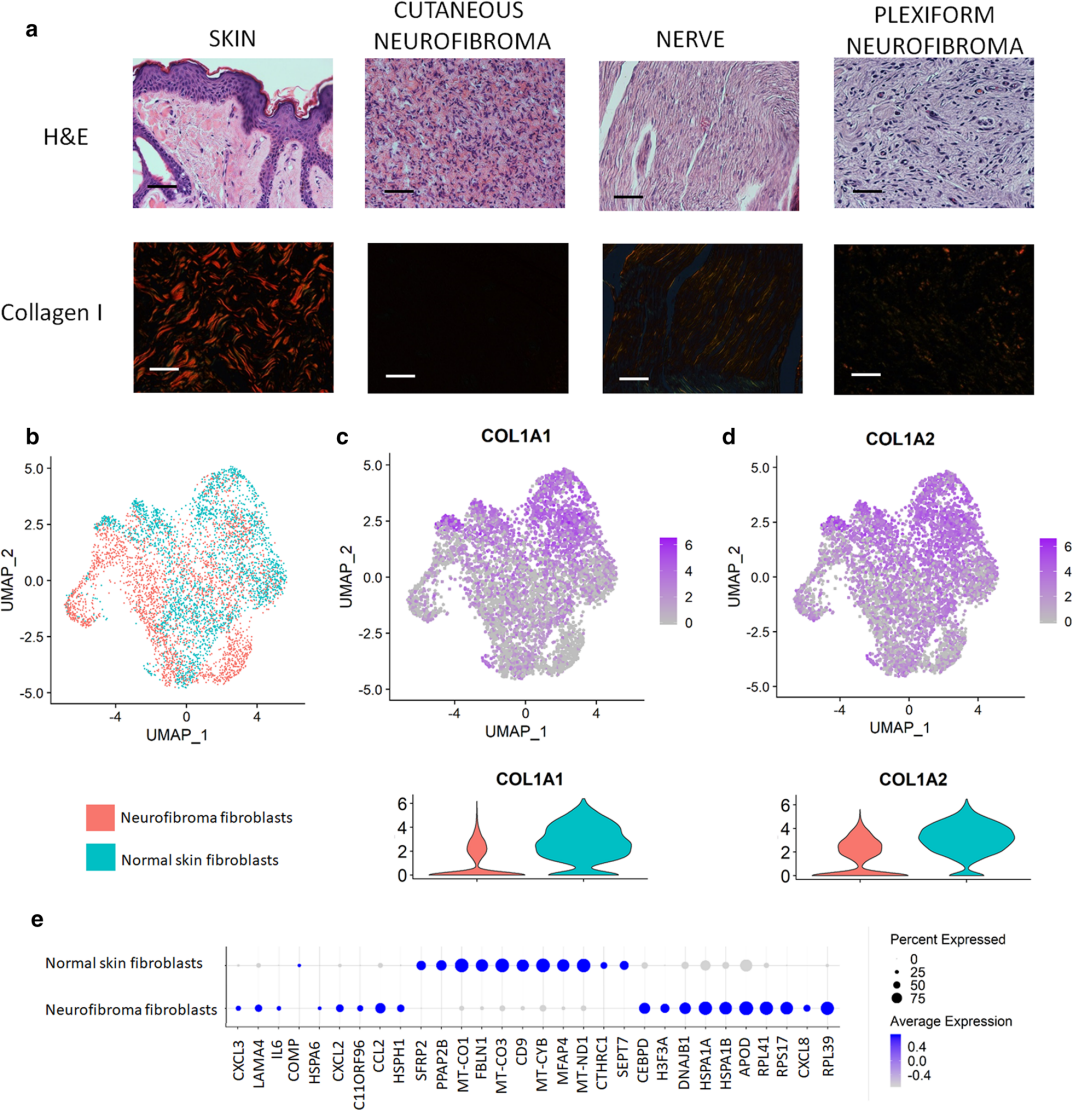
Neurofibroma fibroblasts do not abundantly secrete collagen type I. **a** Expression of collagen type I in human clinical samples [normal skin (skin), cutaneous neurofibroma (cNF), normal peripheral nerve (nerve) and plexiform neurofibroma (pNF)] by Sirius Red staining. **b** Feature plots of the single cell dataset from normal skin fibroblasts (30) (blue) merged with our human neurofibroma fibroblasts (pink). **c**, **d** Feature plots from B (upper) and corresponding violin plot (bottom) of **c** *COL1A1* and **d** *COL1A2*. The intensity of the purple color indicates the normalized level of gene expression. **e** Dot plot representing the differentially expressed genes between neurofibroma fibroblasts and normal skin fibroblasts. Bar = 50 um

### A sub population of neurofibroma fibroblasts secrete collagen type VI

If it is not collagen I, then what collagen is the predominant type in neurofibroma? To answer this question, we systematically analyzed all collagen genes across the six cell types found in neurofibroma tumor microenvironment. 

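The genes of collagen type VI that the paper names are COL6A1, COL6A2 and COL6A3. COL6A1 and COL6A2 lie on chromosome 21 of GRCh38 from 45981770 to 46005050 and from 46098112 to 46132848. COL6A3 lies on chromosome 2 from 237324003 to 237414328. In fibroblasts, COL6A1 was expressed at 7.06 ± 2.84 UMIs per 10000 (SD, n = 3), COL6A2 at 10.6 ± 4.73 and COL6A3 at 4.06 ± 1.10. Their log2 fold changes over the mean of the other cell types were 2.45, 2.59 and 2.75, with adjusted p values from limma of 5.5e-05, 2.5e-06 and 1.5e-05. COL6A6, at 0.0597 ± 0.0860 in fibroblasts, was left out of the sums. Summed over the other genes, collagen VI was at 21.7 ± 8.53 in fibroblasts, 11.9 ± 4.52 in Schwann cells and 6.89 ± 3.38 in pericytes. The sum was 4.35 ± 2.59 in hematopoietic cells, 1.5 ± 0.998 in APCs and 1.19 ± 0.744 in endothelial cells. The log2 ratio of fibroblasts to the mean of the other cell types was 2.12 ± 0.45, a fold of 4.34, and fibroblasts were higher in all 3 tumours (exact permutation test, p = 0.25, the smallest possible). The ratio moved most with 1000 cells per tumour, to 2.70. In that setting, Schwann cells of tumour 3 and hematopoietic cells of tumour 1 were too few to enter the mean. Collagen I, summed over COL1A1 and COL1A2, was at 22.2 ± 15.8 in fibroblasts and 11.4 ± 9.33 in Schwann cells. Within fibroblasts, the log2 ratio of collagen VI to collagen I was 0.33, 0.42 and -0.40 in tumours 1, 2 and 3, with a mean of 0.12 ± 0.45 (exact permutation test, p = 0.75). This difference was smaller than the spread between tumours.

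**Figure D2:**
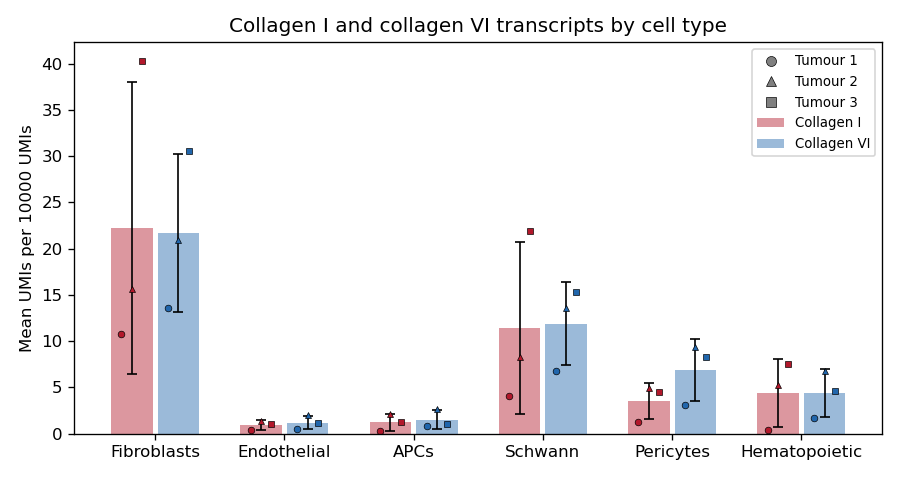
Mean UMIs per 10000 UMIs of collagen I (COL1A1 and COL1A2 summed) and collagen VI (COL6A1, COL6A2 and COL6A3 summed), on the vertical axis, by cell type. Bars are means and error bars SDs over 3 tumours, drawn as circles, triangles and squares; the means for collagen I and collagen VI in fibroblasts lie at 22.2 and 21.7.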

We discovered that the three collagen VI genes (*COL6A1*, *COL6A2*, *COL6A3*) are abundantly expressed in neurofibroma fibroblasts (Fig. 5a). The presence of collagen VI was validated by immunohistochemistry, strongly suggesting that collagen VI is an important component of neurofibroma (Fig. 5b). To evaluate if distinct populations of fibroblasts within the fibroblast cluster express collagen I or VI or a sub-population co-express both, we performed a subclustering analysis exclusively on the fibroblast cluster (Fig. 5c, Additional file 1: Figure S3). Looking at the expression level of COL1A1, COL1A2, COL6A1, COL6A2, COL6A3, the results indicate that a sub population of neurofibroma fibroblasts express both collagen type I and VI whereas a low fraction of the neurofibroma fibroblasts sub-population solely express collagen type I or collagen type VI (Fig. 5d, Additional file 1: Figure S3).

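The fibroblasts of the 3 tumours were clustered again with the same settings, with the collagen genes kept out of the clustering. This gave 5 subclusters of 2877, 2506, 2390, 1556 and 164 cells. Collagen I was highest in the largest subcluster, at 36.0 ± 20.2 UMIs per 10000 (SD, n = 3), which was 1.72 ± 0.343 times its level over all fibroblasts. Collagen VI was highest in the same subcluster, at 31.7 ± 9.53, or 1.5 ± 0.162 times its level over all fibroblasts. The lowest levels among the subclusters with more than 1000 cells were 0.505 ± 0.281 times for collagen I and 0.710 ± 0.0767 times for collagen VI, both in the subcluster of 2506 cells. The subcluster levels were not tested, since the subclusters were found from the same cells. To compare cells at equal depth, the 7271 fibroblasts with at least 1000 UMIs were thinned to 1000 UMIs each. UMIs of both collagen I and collagen VI were found in 47.7% ± 20.0 of fibroblasts, collagen I alone in 10.3% ± 3.92, collagen VI alone in 26.1% ± 9.88 and neither in 15.9% ± 8.64. The share with both was 1.10 ± 0.0448 times the share expected if they were independent, a log2 ratio of 0.13 ± 0.06 (exact permutation test, p = 0.25, the smallest possible). Without thinning, 69.5% ± 17.2 of fibroblasts had both, 6.61% ± 2.87 collagen I alone and 18.3% ± 9.95 collagen VI alone. Co-detection thus depends on depth. Of the other cell types thinned in the same way, 27.0% ± 9.64 of Schwann cells, 11.8% ± 11.7 of hematopoietic cells, 10.8% ± 6.70 of pericytes, 2.22% ± 2.58 of APCs and 1.86% ± 1.5 of endothelial cells had both. In the largest subcluster 73.3% ± 14.0 of cells had both, and in the subcluster of 2506 cells 28.3% ± 17.7.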

**Fig. 5:**
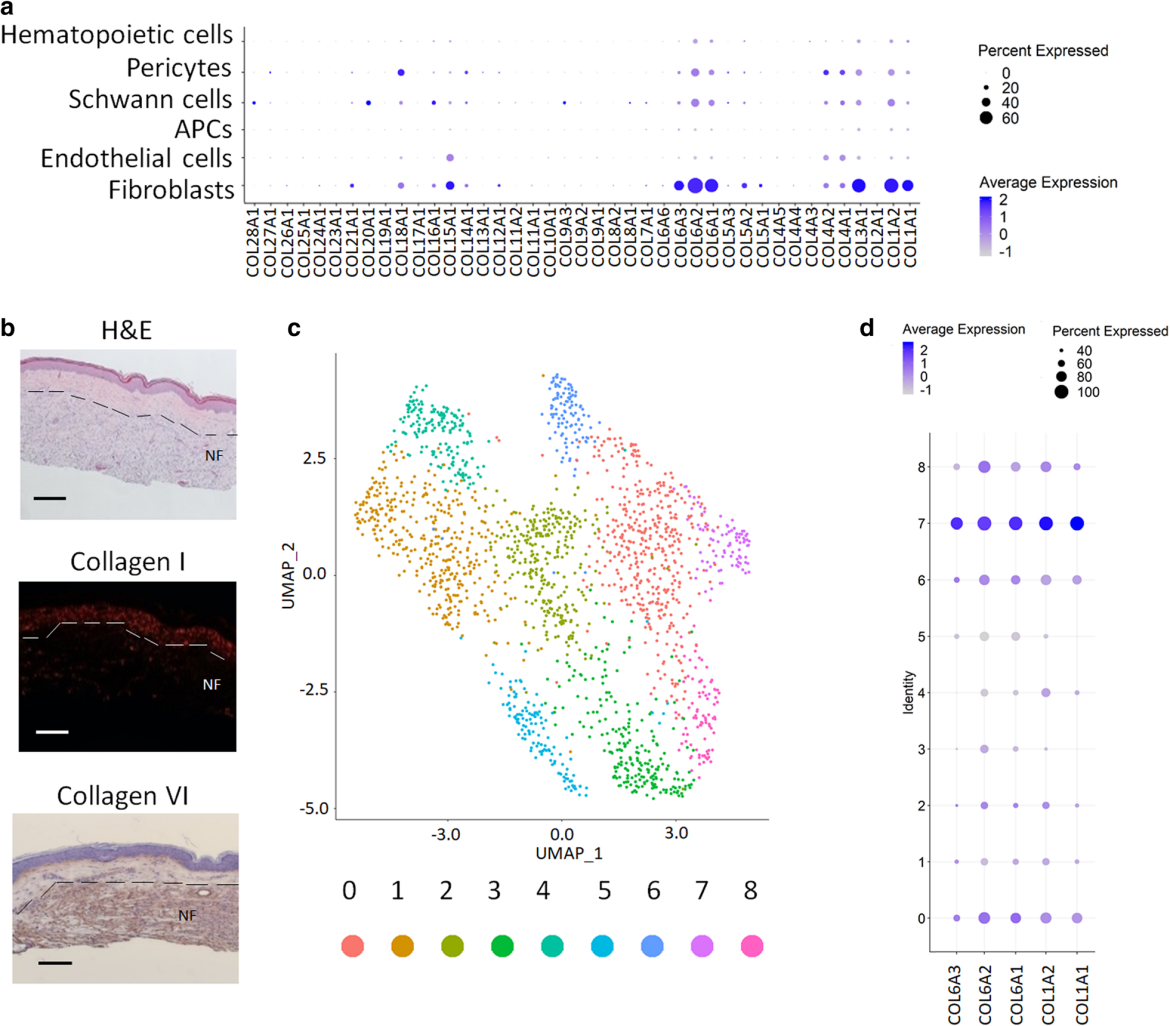
A sub population of neurofibroma fibroblasts secrete collagen type VI. **a** Dot plot representing the shared and common collagen genes expressed in neurofibroma hematopoietic cells, pericytes, Schwann cells, antigen-presenting cells (APCs), endothelial cells, and fibroblasts. Undetectable genes in all six clusters are omitted. **b** Histological characterization of cutaneous neurofibroma by H&E staining (upper), collagen I staining using Sirius Red (middle), and immunohistochemistry using anti-collagen VI antibody (bottom). **c** Subclustering analysis of the neurofibroma fibroblast cluster as found in Fig. 1a shows nine subclusters. **d** Dot plots of collagen type I (COL1A1, COL1A2) and collagen type VI (COL6A1, COL6A2, COL6A3) genes defining the distribution of expression in neurofibroma fibroblasts. The intensity of the purple color indicates the normalized level of gene expression

## Discussion

Here, we found 115 matrisome genes expressed in cNF. Importantly, all six neurofibroma cell types (Schwann cells, fibroblasts, endothelial cells, pericytes, APCs, and cells of hematopoietic origin) contribute to the neurofibroma matrisome.

Fibroblasts are defined as extracellular matrix producers, and the presence of collagen is indisputable in neurofibroma. With now 48 genes encoding collagen type I to XXVIII [31], the exact type deposited in neurofibroma microenvironment was unclear. Using a transcriptomic approach, we discovered that collagen VI is among the most highly expressed collagen type in neurofibroma. 

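Of the 42 collagen genes in the files, 25 reached a mean of 0.1 UMIs per 10000 in at least 1 cell type, and 12 of these were highest in fibroblasts. In fibroblasts, the order of mean expression over the 3 tumours was COL3A1, COL1A2, COL6A2, COL1A1, COL6A1, COL6A3 and COL15A1. COL3A1 was at 13.9 ± 8.18 UMIs per 10000 (SD, n = 3), COL1A2 at 12.1 ± 5.81, COL1A1 at 10.1 ± 10.1 and COL15A1 at 3.70 ± 1.36. The order differed between tumours: COL1A2 was the highest in tumour 1 and COL3A1 in tumours 2 and 3. COL1A1 was at 3.48, 5.18 and 21.7 in tumours 1, 2 and 3, so its mean rests mainly on tumour 3, and it was below COL6A1 in the other tumours. COL6A1, COL6A2 and COL6A3 together held 30.5% ± 3.10 of all collagen UMIs in fibroblasts, the genes of collagen I 28.5% ± 6.47 and COL3A1 18.1% ± 4.23. Collagen VI held the larger share in tumours 1 and 2, at 33.3% and 31.1% against 26.4% and 23.3% for collagen I, and collagen I in tumour 3, at 35.7% against 27.2%. The 2 shares differed by less than the spread between tumours.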

Collagen VI is usually found at the basement membrane, a specialized area of many polarized cells such as the epidermis-dermis border in the skin; pericytes, and endothelial cells in vasculature; and the Schwann cells wrapping neuronal axons in peripheral nerves. Due to its unique supramolecular assembly, collagen VI helps to maintain basement membrane integrity. In the skin, it is mainly produced by fibroblasts, but in peripheral nerve, it is secreted by Schwann cells. Collagen VI promotes inflammation and angiogenesis, and collagen VI null mice display less tumorigenesis than their wild type littermates [9, 32], whereas collagen VI overexpression enhances it [33]. 

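Fibroblasts held 90.7% ± 9.53 (SD, n = 3 tumours) of the UMIs of collagen VI, endothelial cells 3.79% ± 4.85, Schwann cells 2.42% ± 1.83, pericytes 1.47% ± 1.47, APCs 0.857% ± 0.879 and hematopoietic cells 0.783% ± 1.08. For collagen I, fibroblasts held 91.4% ± 9.93. These shares follow the number of cells of each type as well as the level per cell. Among the fibroblast subclusters, those of 2390 and 1556 cells had collagen VI at 0.809 ± 0.0448 and 0.891 ± 0.104 times the level of all fibroblasts.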

Here, collagen VI is mainly expressed by a sub-population of neurofibroma fibroblasts. The exact paracrine signaling and receptor involved are currently under investigation. Altogether, it indicates that collagen VI is produced by neurofibroma fibroblasts and may function as a pro-tumorigenic signal via an unknown mechanism.

Once solid tumors reach a certain size, angiogenesis is key for continued growth, and is a hallmark of cancer [34]. Clinically, cNFs are notorious for bleeding when surgically resected [35]. However, while anti-angiogenic treatment is an attractive therapeutic approach in many cancers [36] it was not successful in the context of neurofibroma [2]. The ECM provides critical support for vascular endothelium. Primarily through adhesive interactions with integrins on the endothelial cell surface, ECM provides a scaffold essential for maintaining the organization of endothelial cells into blood vessels [37]. Pericytes wrap around endothelial cells and help maintain vascular homeostasis. As shown in Fig. 2, collagen XVIII expression is predominantly restricted to pericytes among the neurofibroma cell types, and hence is a pericyte neurofibroma marker. 

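COL18A1 lies on chromosome 21 of GRCh38 from 45405165 to 45513720. It was expressed at 3.63 ± 1.41 UMIs per 10000 (SD, n = 3) in pericytes, 1.89 ± 1.17 in fibroblasts, 1.75 ± 0.329 in Schwann cells, 0.537 ± 0.574 in hematopoietic cells, 0.452 ± 0.260 in endothelial cells and 0.0978 ± 0.0970 in APCs. Over the mean of the other cell types, its log2 fold change in pericytes was 2.41 (SE 0.40, adjusted p = 3.2e-04 from limma). Over fibroblasts alone, it was 0.97 (SE 0.52, adjusted p = 0.46), with pericytes higher in 3 of 3 tumours, so this difference did not hold up. In none of 16 alternative settings did it pass the threshold, with adjusted p between 0.070 and 0.84. A UMI of COL18A1 was found in 37.4% of pericytes, 20.2% of fibroblasts, 16.6% of Schwann cells and 3.63% of APCs, at median depths of 946, 1660, 900 and 2041 UMIs.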

Collagen XVIII is found in association with most vascular basement membranes throughout the body [38]. The loss of collagen XVIII from the basement membrane seems to be an early step in tumorigenesis, allowing tumor cells to invade adjacent tissue [39]. We have identified potential endothelial cells markers (e.g. *SERPINE1*, *EGFL7*, *CSF3*) based on their low expression in other non-endothelial neurofibroma cells (Fig. 2). However, it is unclear if those markers would discriminate between normal and neurofibroma vessels. 

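CSF3, on chromosome 17 of GRCh38 from 40015361 to 40017813, was expressed at 9.07 ± 3.74 UMIs per 10000 (SD, n = 3) in endothelial cells and 0.942 ± 1.06 in fibroblasts, the next highest. The log2 fold change between them was 3.56 (SE 0.67, adjusted p = 8.6e-04 from limma), with endothelial cells higher in 3 of 3 tumours. UMIs of CSF3 were found in 48.7% of endothelial cells and between 7.91% and 11.9% of the cells of the other types. EGFL7 was found in 39.4% of endothelial cells and between 2.71% and 5.30% of the cells of the other types.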

By analogy to neurofibroma fibroblasts, the absence of neurofibroma endothelial cell markers has slowed the investigation of neurofibroma vascular biology and this area of study has remained largely unexplored [40, 41].

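CCL5, on chromosome 17 of GRCh38 from 35871491 to 35880793, was expressed at 7.42 ± 5.28 UMIs per 10000 (SD, n = 3) in hematopoietic cells and 0.419 ± 0.0687 in APCs, the next highest. Its log2 fold change between them was 3.55 (SE 0.48, adjusted p = 1.9e-05 from limma), and all 16 alternative settings passed the threshold. A UMI of CCL5 was found in 38.7% ± 14.3 of hematopoietic cells, 5.04% ± 0.641 of APCs, 1.58% ± 1.22 of endothelial cells and 0.604% ± 0.423 of fibroblasts. Hematopoietic cells held 47.9% ± 22.8 of the CCL5 UMIs of a tumour, APCs 24.6% ± 10.9, endothelial cells 14.3% ± 11.4 and fibroblasts 11.8% ± 5.14. The gene of CD45, PTPRC, on chromosome 1 from 198638457 to 198757476, had a UMI in 63.3% of hematopoietic cells, 15.0% of APCs and 0.780% of fibroblasts. Of 298 hematopoietic cells with a UMI of PTPRC, 40.9% also had a UMI of CCL5, and of 161 such APCs, 4.97%.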

As shown in Fig. 2, CCL5 is specifically expressed by CD45-positive hematopoietic cells. In general, CCL5 functions as a chemo-attractant for a variety of leukocytes (e.g. T cells, macrophages) into an inflammatory site through the receptors CCR5 and CCR1. In mouse neurofibroma, CCL5 is mainly expressed by macrophages and Schwann cells [42]. In mouse optic glioma, another NF1 benign tumor, CCL5 is expressed in microglia (the central nervous system equivalent of macrophages) [43]. CCL5 appears to be critical for NF1-related tumors, but the exact mechanism and paracrine signaling is not yet clear [2]. Unfortunately, the relatively small number of CD45-positive cells made it impossible to distinguish the subtype of immune cell (e.g. macrophage, mast cells, T cells) expressing CCL5 in our dataset.

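Among the 471 hematopoietic cells, 158 had a UMI of the T cell genes CD3D, CD3E or TRAC, and 46.8% of these had a UMI of CCL5. A further 179 cells had a UMI of NKG7, KLRB1 or GNLY, which natural killer cells and some T cells express, and none of the T cell genes, and CCL5 was found in 45.8% of them. The mast cell genes TPSAB1, TPSB2 or CPA3 were found in 12 hematopoietic cells, too few to compare, and in 46 APCs, of which 4.35% had a UMI of CCL5. The B cell genes MS4A1 or CD79A were found in 7 hematopoietic cells and 3 APCs. Of the APCs, 12 had a UMI of the T cell genes, and 28 fell in the group with NKG7, KLRB1 or GNLY, of which 3.57% had CCL5. The genes TYROBP, LYZ or AIF1, from the marker list of APCs, were found in 785 of the 1073 APCs, of which 5.10% had a UMI of CCL5. They were also found in 59 hematopoietic cells, of which 45.8% did. These 59 cells were not required to lack the T cell genes or NKG7, KLRB1 and GNLY. They may overlap with those groups, so they are not shown to be myeloid cells. A cell without a UMI of a gene may still express it at a depth of 1119 UMIs, the median of hematopoietic cells.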

## Conclusion

In summary, we performed systematic profiling of the cNF matrisome. It revealed that all cell types contribute to the matrisome and identified potential markers for cell types within the cNF microenvironment. We also discovered that classic pro-fibrogenic myofibroblasts secreting collagen type I are rare in neurofibroma. In contrast, collagen VI is a pro-tumorigenic ECM mainly secreted by neurofibroma fibroblasts. This work provides insights into the cNF matrisome and offers a molecular foothold to further explore the biology of the cNF microenvironment.

## Methods

### qPCR

Gene expression was determined as previously described [44]. Briefly, RNA extraction was performed using the TRIzol reagent, reverse transcription was performed using iScript Select cDNA synthesis kit, and qPCR was performed on a Bio-Rad FX96 apparatus using Bio-Rad iSCRIPT master mix and the following qPCR primers: *COL1A1* (fwd: GCGAGAGCATGACCGATGGA, rev: GGTCAGCTGGATGGCCACAT); *COL1A2* (fwd: CTGGTCGTGATGGCAACCCT, rev: TAACCGCGCTCTCCCTTGTG); *COL3A1* ( fwd: AATGGTGCTCCTGGACTGCG, rev: ATACCAGCCTCACCGCGTTC); *CTGF* (fwd: ACCTGTGCCTGCCATTACAA, rev: GCTTCATGCCATGTCTCCGT); *FN1*-EDA (fwd: ACTATTGAAGGCTTGCAGCCCA, rev: TGCAGCTCTGCAGTGTCTTCTT); *LOX* (fwd: CTTGCACGTTTCCAATCGCA, rev: GTTACACAAGCCGTTCTGGC); *LOXL2* (fwd: CCAGTGTGGTCTGCAGAGAG, rev: CTCGTTGAGGTGGATGGGTC) and normalized with *GAPDH* (fwd: AGGGCTGCTTTTAACTCTGGT, rev: CCCCACTTGATTTT GGAGGGA).

### Histological characterization

Tissues were processed as described in [44]. Briefly, tissues were fixed in 10% formalin, embedded in paraffin, sectioned at 5 um, and mounted on glass slides.

Histochemical staining was performed as described in [44]. Briefly, tissue slides were deparaffinized, progressively rehydrated, and stained with hematoxylin (2 min) followed by high definition (10 s), bluing agent (10 s), and eosin (H&E staining) or a solution of Sirius Red (0.5 g of Direct Red80 dissolved in 500 mL of saturated picric acid) for 1 h (collagen staining). Finally, tissue slides were progressively dehydrated and coverslipped.

Immunohistochemistry was performed as described in [44]. Briefly, tissue slides were blocked, incubated with primary antibodies [rabbit anti-SMA (Novus, NB600-531); rabbit anti-COL11A1 (ThermoScientific; PA5-68410); rabbit anti-FAP (Abcam; ab53066); rabbit anti-collagen VI (Abcam; ab6588)] diluted in 3% donkey serum (16 h, 4 °C), rinsed in PBS, incubated with secondary antibodies coupled to biotin and diluted in 3% donkey serum (1 h). They were then rinsed again in PBS, incubated with a premixture of avidin and biotin (following Vecta Stain Elite ABC kit procedure) rinsed again in PBS, and visualized by adding the DAB substrate (following Vecta Stain Elite ABC kit procedure). Finally, reactions were quenched in distilled water, and tissue slides were counterstained with hematoxylin, dehydrated, and coverslipped. A brown precipitate was deposited on positive cells.

### Single-cell RNA sequencing

Based on the whole skin dissociation kit (Miltenyi Biotec, Cat. No. 130-101-540), human skin was harvested and immediately immersed in ice-cold DMEM (Gibco, 12634-010). Next, a 4 mm × 4 mm skin piece was placed into ice cold buffer L (435 uL) containing freshly added enzyme P (2.5 uL), enzyme D (10 uL) and enzyme A (0.5 uL). Next, the tube was incubated for 22 h at 37 °C and quenched with ice cold culture medium (500 uL). Next, the digested tissue was minced into 1 mm pieces, incubated 15 min on ice and shaken vigorously every 5 min. After 15 min, the tube was spun (2000 rpm, 5 min, 4 °C), the supernatant discarded, and the pellet resuspended in ice cold complete culture medium (1 mL). The cell suspension was filtered through a 40 um cell strainer, washed with ice cold complete medium (4 mL), and spun at 2000 rpm for 5 min at 4 °C. The supernatant was discarded and the pellet washed again using ice cold 0.04% BSA in PBS (1 mL). Finally, cell count and viability were assessed by hematocytometer (trypan blue). A freshly prepared single cell suspension of ~ 10,000 cells per sample was loaded into a 10X Genomics Chromium controller for transcript barcoding and sequenced on an Illumina HiSeq sequencer. The expression data has been deposited in NCBI's Gene Expression Omnibus (GEO) and is accessible through GEP series accession number GSE163028.

Cell Ranger version 3.0.0 (10× Genomics) was used to process the raw sequencing data. Briefly, raw BCL files were converted to FASTQ files and aligned to the human Grch38 reference transcriptome. Transcript counts of each cell were quantified using barcoded UMI and 10xBC sequences. The gene x cell expression matrices were loaded to the R package Seurat version 3.0.0 for downstream analyses. Cells with low quality were filtered out based on at least 200 genes being detected per 1000 UMIs and mitochondrial gene content. Only those genes found in more than three cells were retained. "LogNormalize" Seurat default global-scaling normalization method was performed. With the above filters in place, we obtained 19,734 genes from 17,132 cells from the three neurofibroma samples combined and 15,607 genes from 2563 cells from the normal skin samples [30] combined. The highly variable features (genes) for this data were then calculated with “FindVariableFeatures" in Seurat, which uses a mean variability plot. The average expression and dispersion per feature are calculated, and features are divided into bins to get z-scores for dispersion per bin. After regressing out the number of UMI and percentage of mitochondrial gene content, the resultant data was scaled, and the dimensional reduction was performed with principal component analysis and visualization using UMAP plots. The QC results can be found in the Additional file 1: Figures S4, S5 and S6. The number of principal components (n = 10) to use in the downstream analysis was calculated based on a Jackstraw and elbow plot of the same. For each sample, a Shared Nearest Neighbor (SNN) Graph was constructed with “FindNeighbors” in Seurat by determining the k-nearest neighbors of each cell. The clusters were then identified by optimizing this SNN modularity using the “FindClusters" function. This allowed for sensitive detection of rare cell types. We obtained five clusters for each sample with a resolution of 0.3. Due to the variability in the cell numbers obtained from the samples, we randomly subsampled 1000 cells per sample to avoid sample cell number bias in visualization and explored the UMAP figures for the cell types. We verified the same for the original dataset (Additional file 1: Figure S1). The differential expression for any of the six clusters over the remaining five was carried out using Wilcoxon Rank Sum test in Seurat [45]. The genes identified as relatively overexpressed in a cluster as compared to all other cells in a sample were termed “markers”. Taking these markers and their functional categories into consideration, these six clusters were identified as six cell types (Fibroblasts, Endothelial cells, Schwann cells, Pericytes, APCs, and Hematopoietic cells). The conserved markers per cell type were also identified using the FindConservedMarkers function from Seurat, which shows genes that are consistently overexpressed in a cell type compared to other cell types across all three samples. To analyze the clusters and cell types in all the tumor samples, they were combined using the method described by Stuart et al. [46]. Canonical correlation analysis was applied to identify correspondences between samples and create a standard reference. To carry out further studies in fibroblasts, we selected only the fibroblast cells from the combined tumor data, randomly subsampled to match the total number of cells from the normal skin sample and compared them against the normal skin sample using the above method [46].

### Human tissues

Human subjects and all sample collection (normal skin, cNF at globular stage and normal margin, keloids) and use were approved by the Institutional Review Board at The University of Texas Southwestern Medical Center and conformed to NIH guidelines. Written informed consent was obtained from patients. Normal peripheral nerve paraffin block was purchased from US BioMax.

## Supplementary information

**Additional file 1.** Supplementary Figures S1–S6.

**Additional file 2.** Supplementary Table S1.

# Supplementary material for: Human cutaneous neurofibroma matrisome revealed by single-cell RNA sequencing
**Source:** Acta Neuropathol Commun. 2021 Jan 7;9:11. doi: 10.1186/s40478-020-01103-4
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Figures S1–S6.

Figure S1. Single cell analysis quality metrics related to figure 1

A

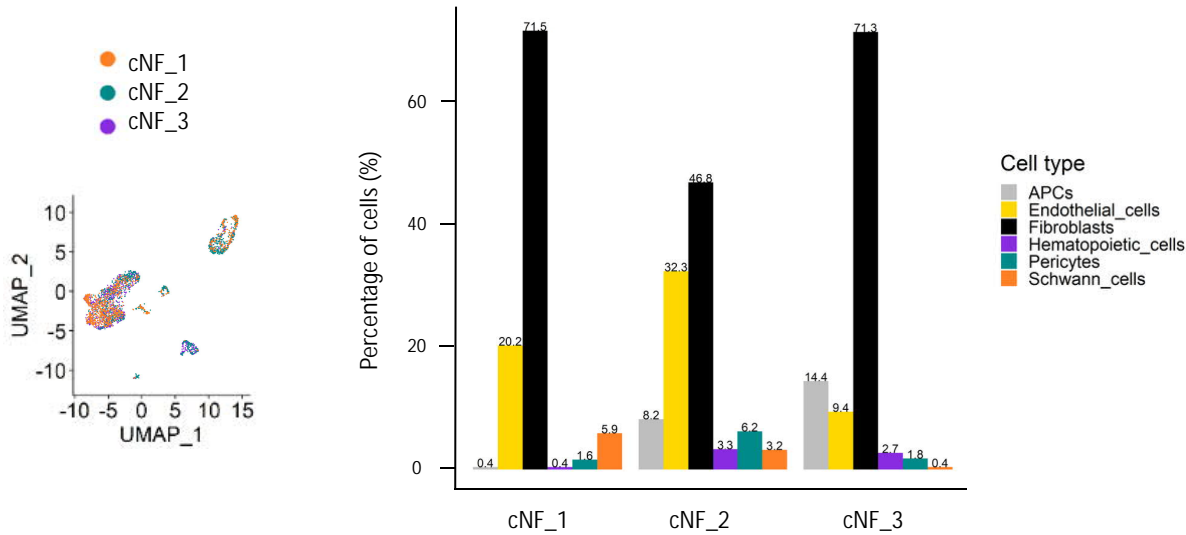

B

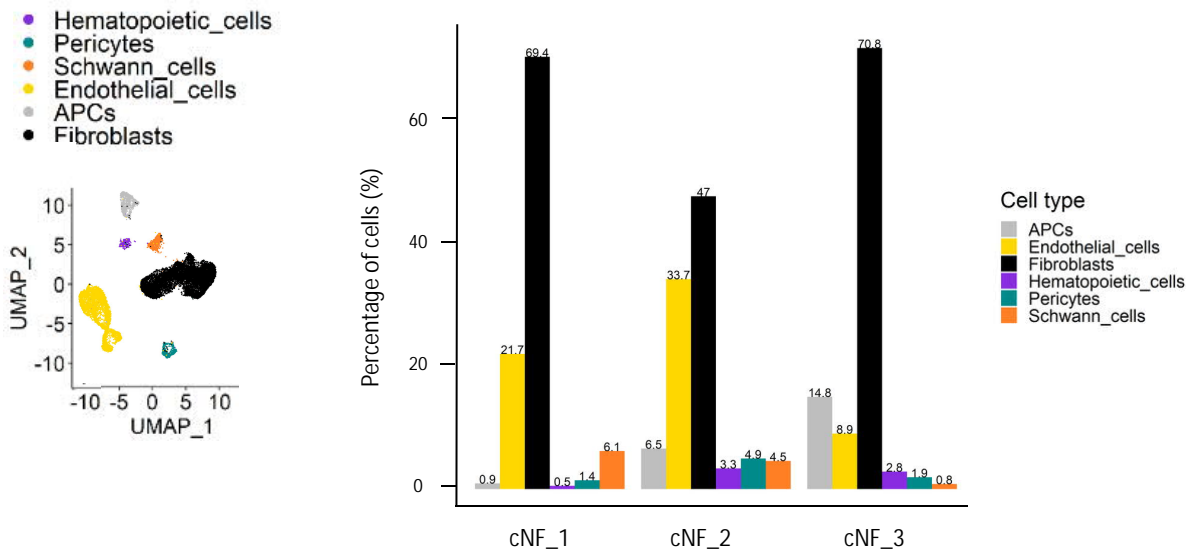

**Supplementary Figure 1. Single cell analysis quality metrics related to figure 1.**

**A** Uniform Manifold Approximation and Projection (UMAP) shows groupings of three human cutaneous neurofibroma cell populations totaling 3,000 cells (random sampling of 1000 cells per sample). Each point represents a cell. Cells are color-coded according to the sample identity (left panel). Percentage of cells per cell type and sample (right panel). **B.** Uniform Manifold Approximation and Projection (UMAP) shows groupings of three human cutaneous neurofibroma cell populations totaling 17,312 cells. Each point represents a cell. Cells are color-coded according to the sample identity (left panel). Percentage of cells per cell type and sample (right panel).

Figure S2. Alternative cell-type specific markers for neurofibroma

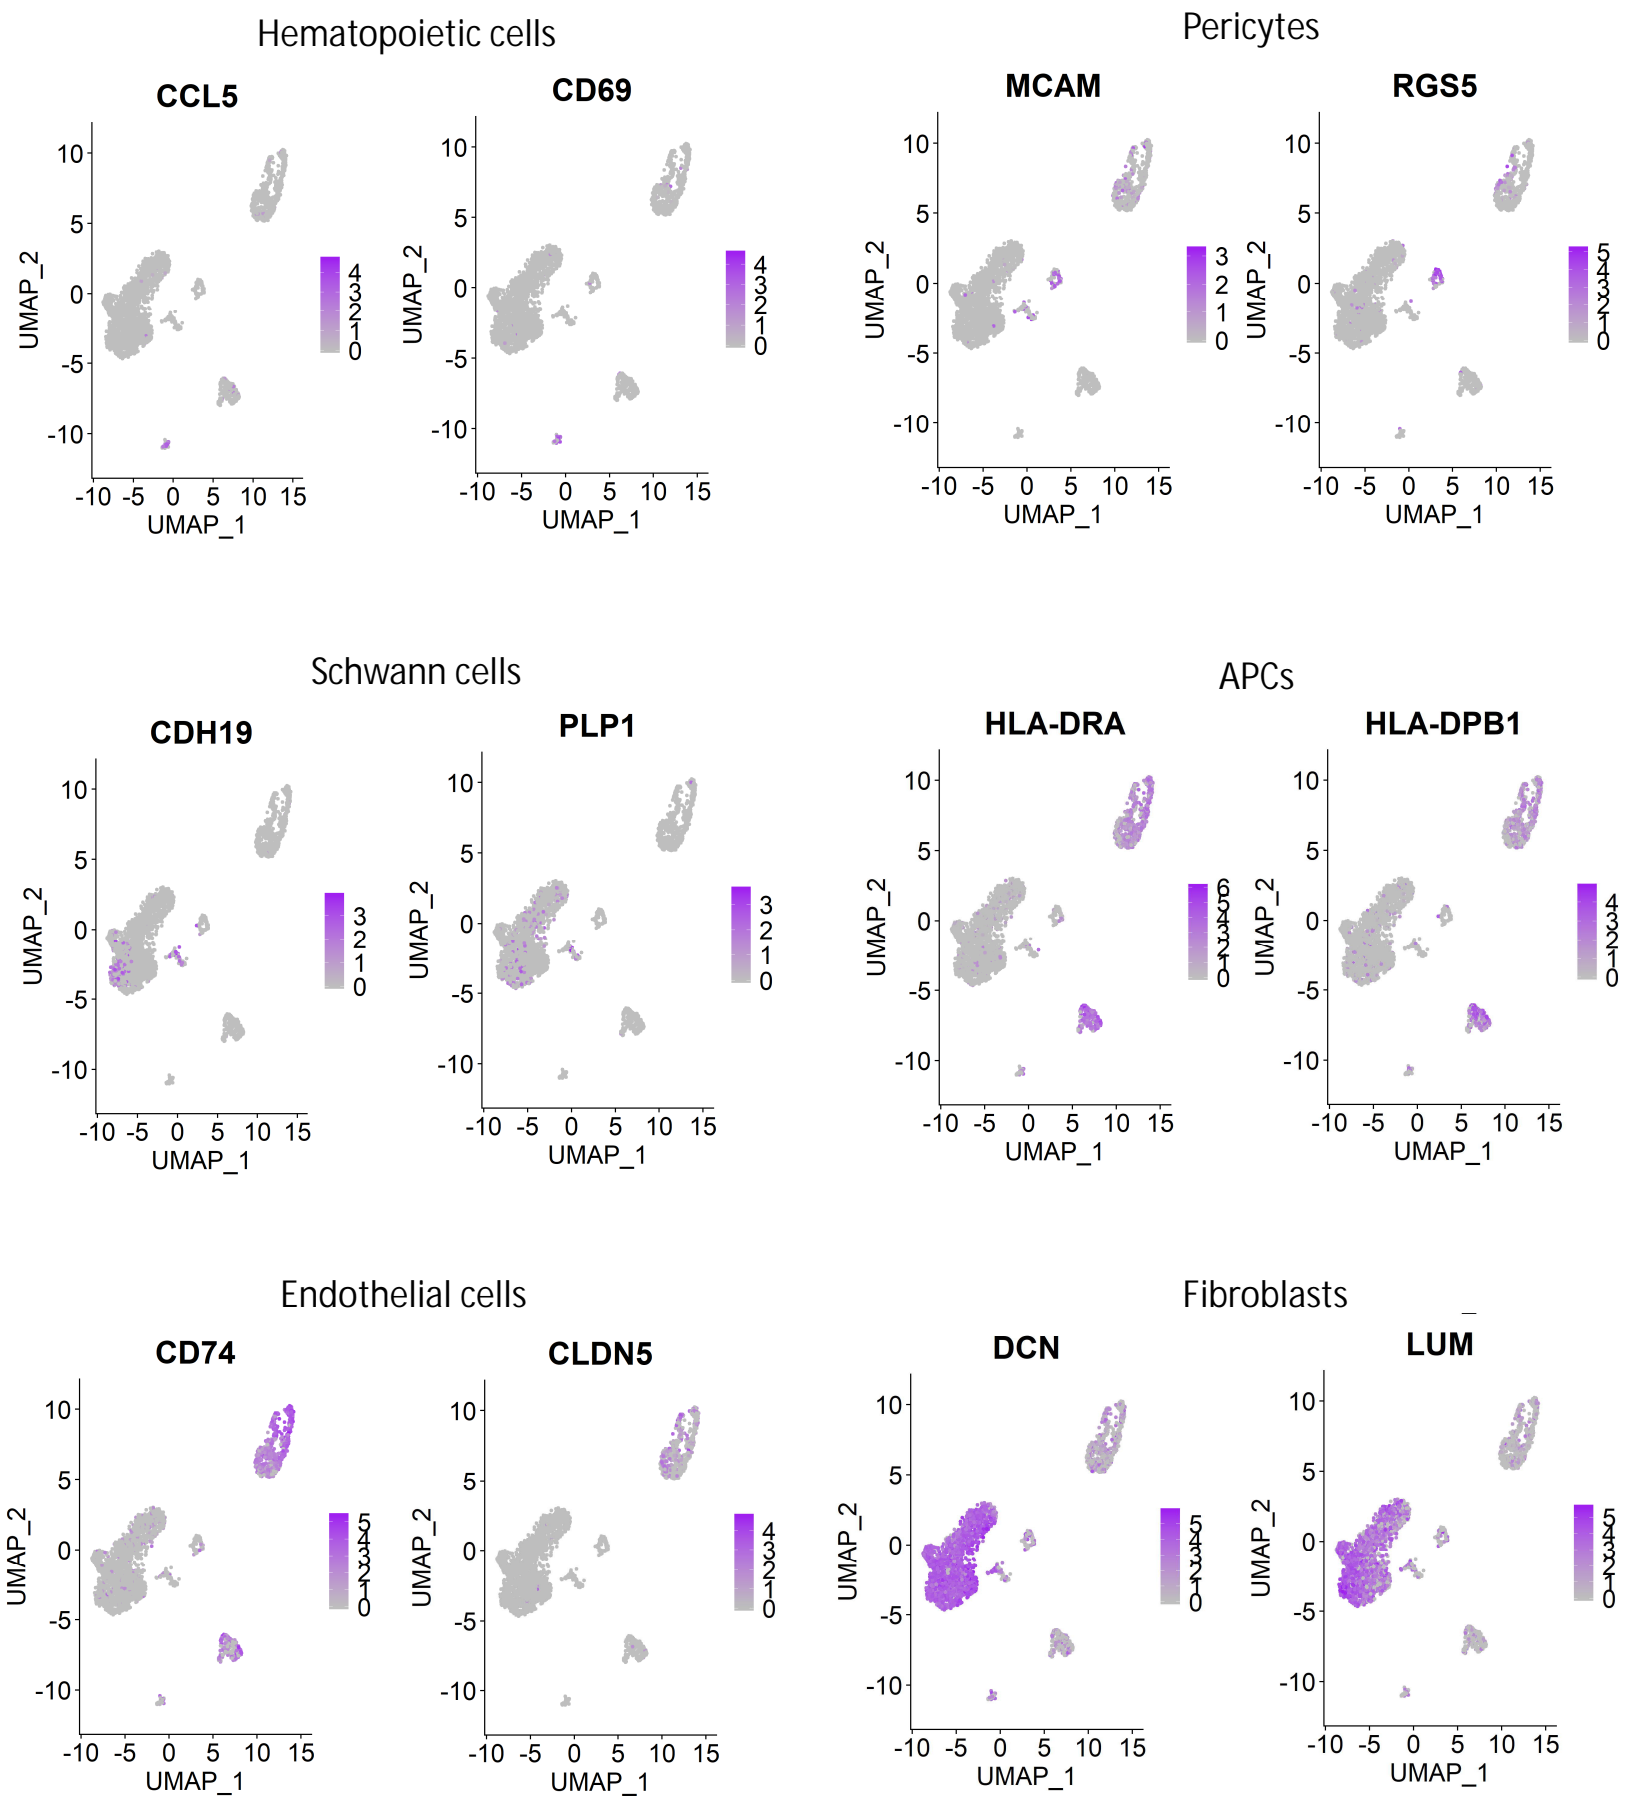

**Supplementary Figure 2. Alternative cell-type specific markers of neurofibroma cells.** Feature plots of genes defining different cell types in human cutaneous neurofibroma. The intensity of the purple color indicates the normalized level of gene expression.

Figure S3. Subclustering analysis of neurofibroma fibroblasts

A

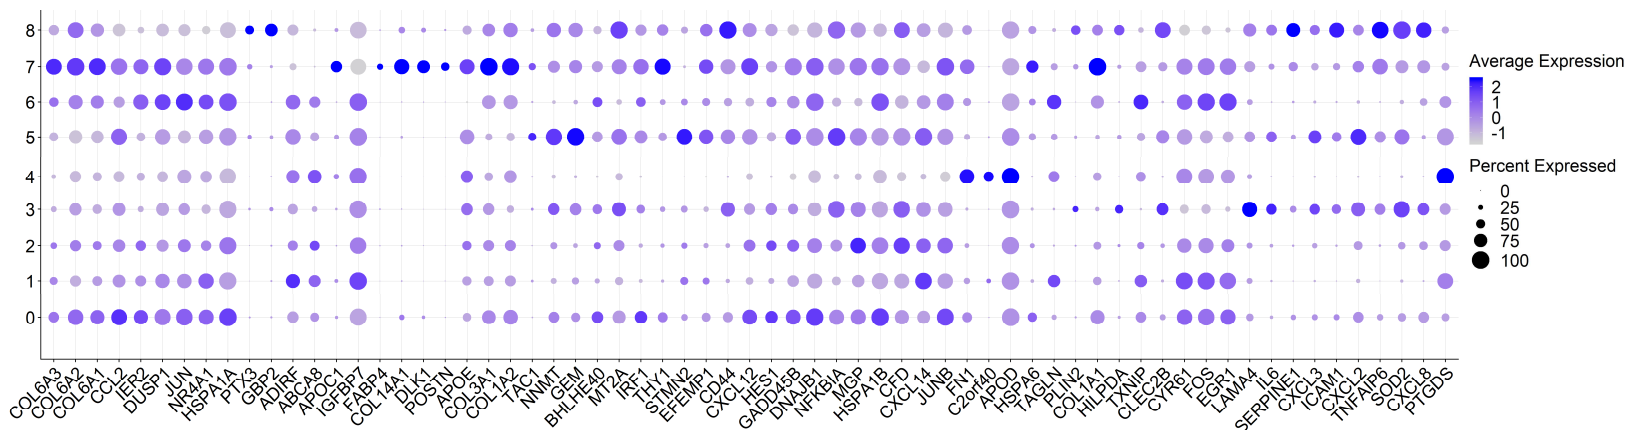

B

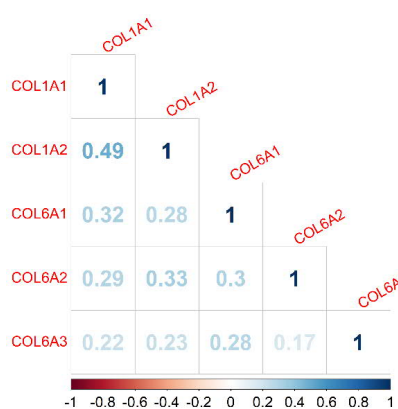

C

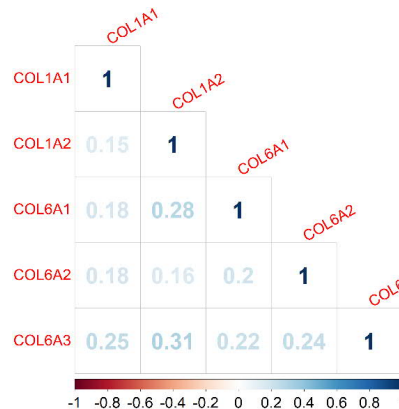

D

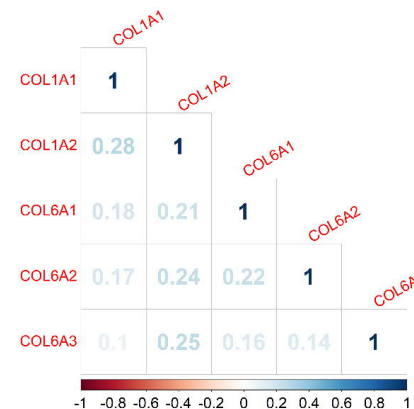

E

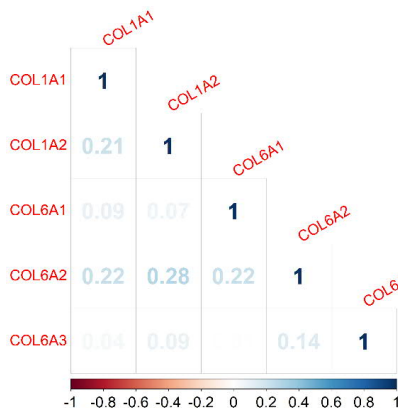

F

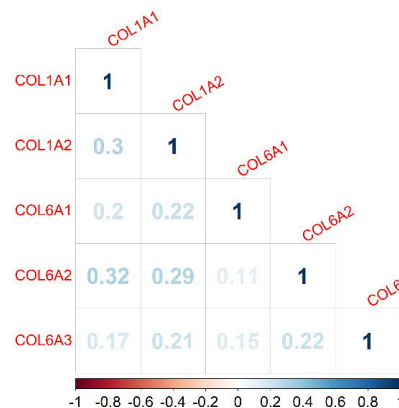

G

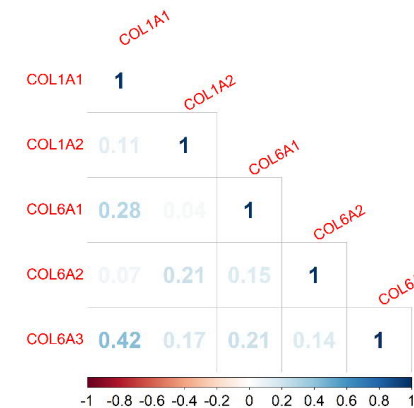

H

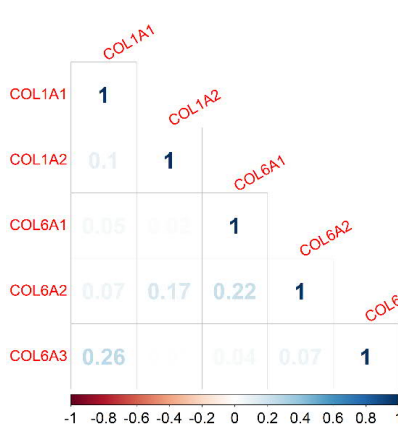

I

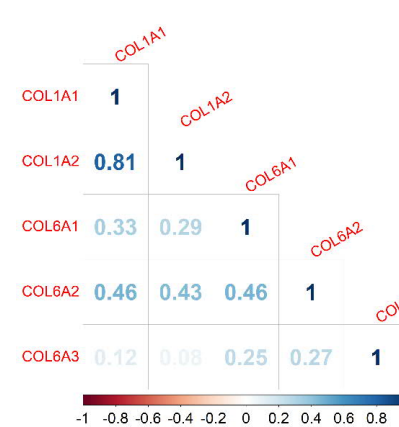

J

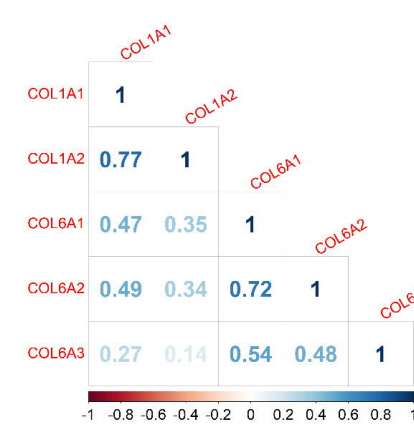

**Supplementary Figure 3. Subclustering analysis of neurofibroma fibroblasts. A.**

Dot plot representing the differentially expressed genes within the neurofibroma fibroblast cluster. **B-J** Correlation plots. **B** Subcluster 0. **C** Subcluster 1. **D** Subcluster 2. **E** Subcluster 3. **F** Subcluster 4. **G** Subcluster 5. **H** Subcluster 6. **I** Subcluster 7. **J** Subcluster 8. A value of 1 mean a perfect expression correlation between two genes.

Figure S4. Single cell analysis quality metrics related to the cNF samples

A

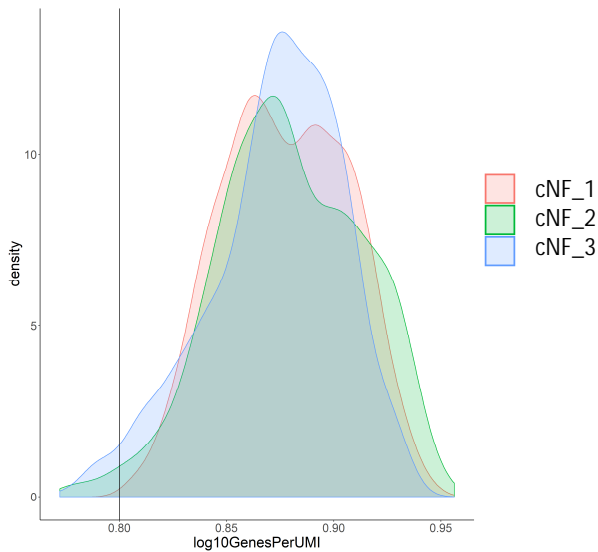

B

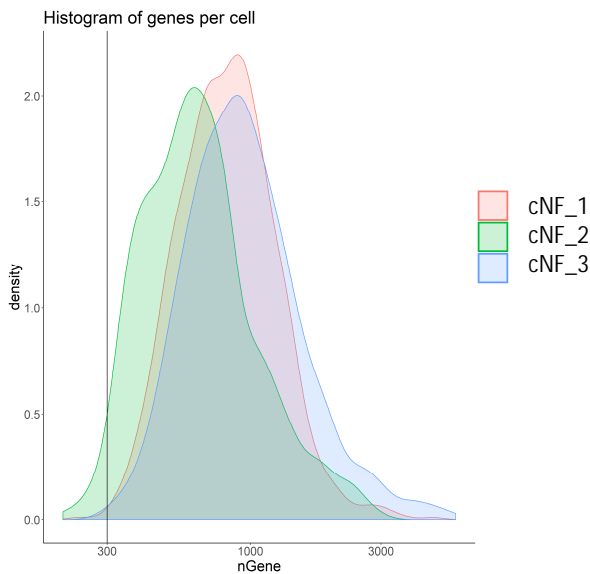

C

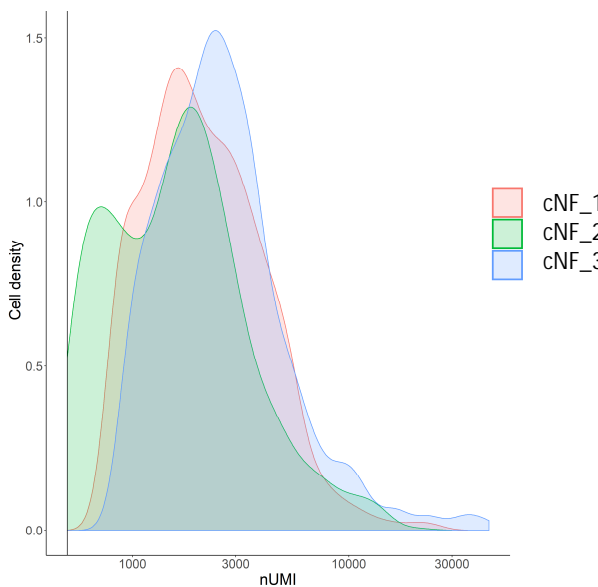

D

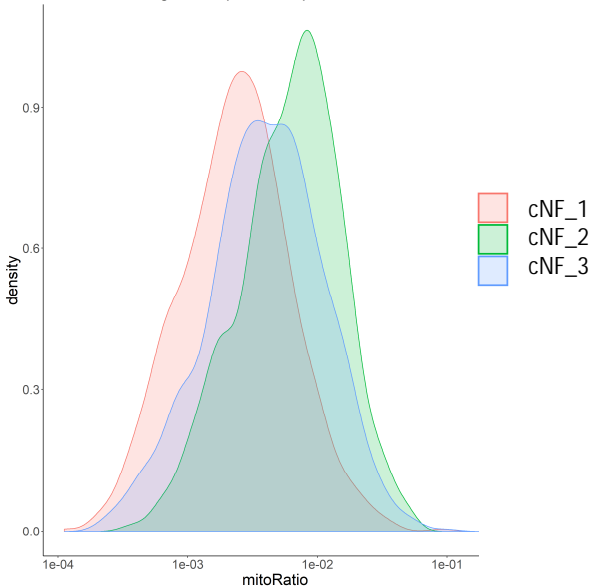

E

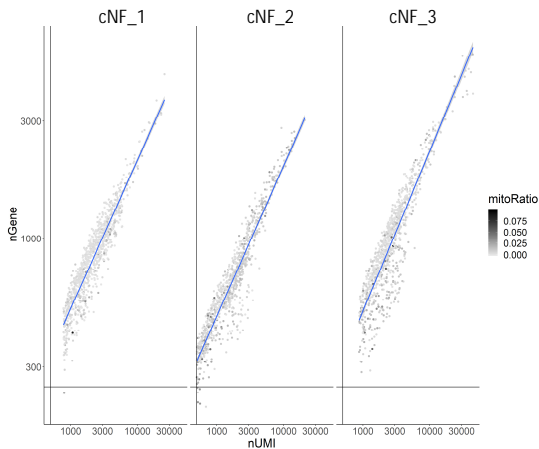

F

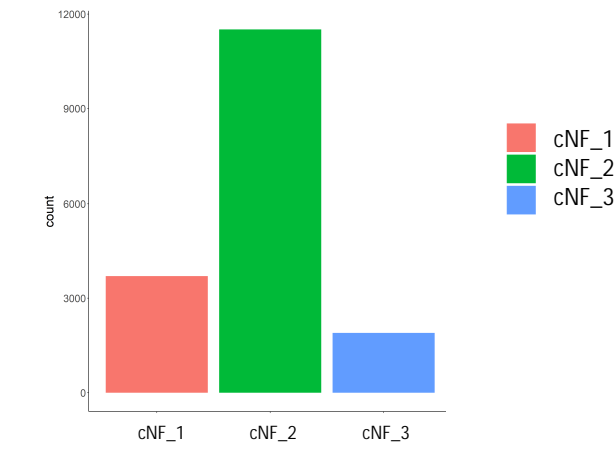

**Supplementary Figure 4. Single cell analysis quality metrics related to the cNF samples.**

**A.** Overall complexity. **B.** Histogram of genes per cell. **C.** Number of UMIs/transcripts per cell. **D.** Mitochondrial gene expression per cell. **E.** Correlation between genes and UMIs. **F.** Number of cells per sample.

Figure S5. Single cell analysis quality metrics related to the normal skin samples

A

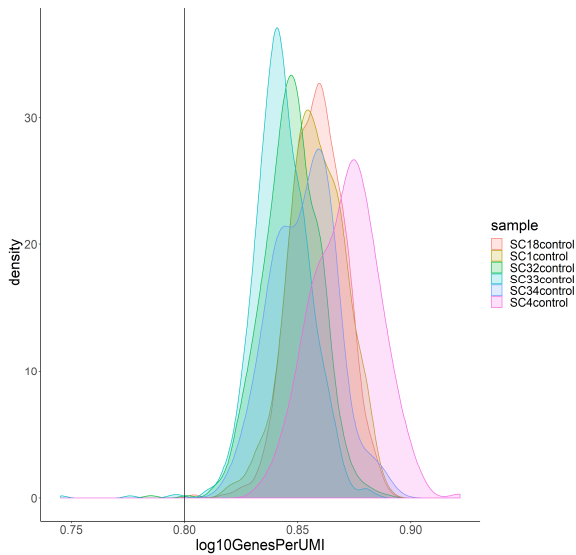

B

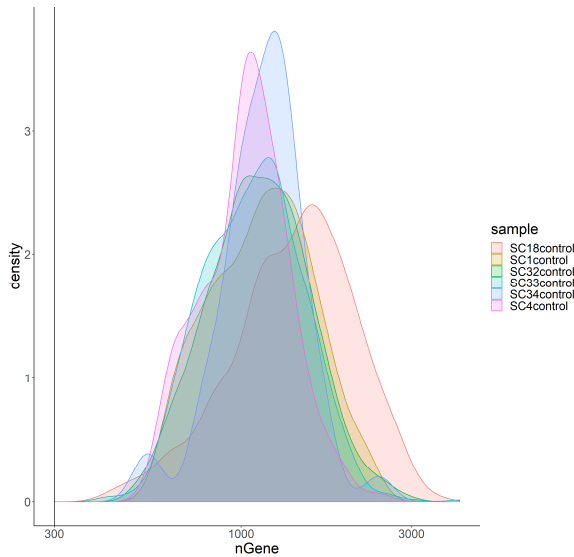

C

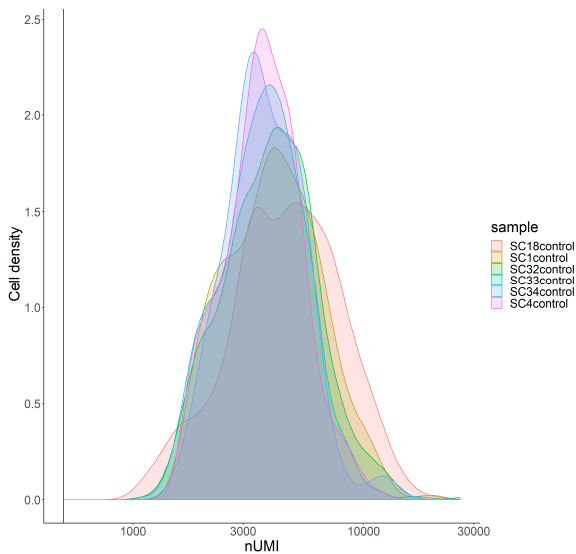

D

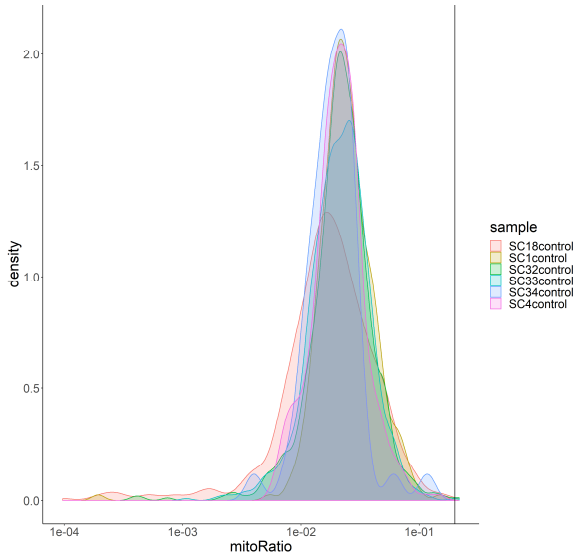

E

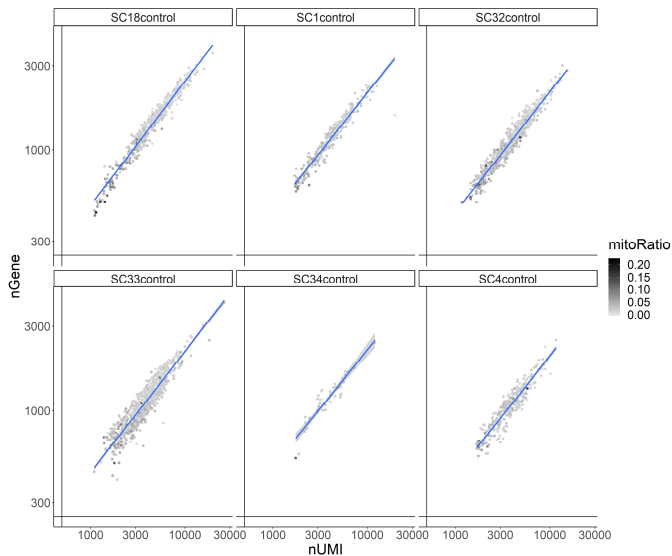

F

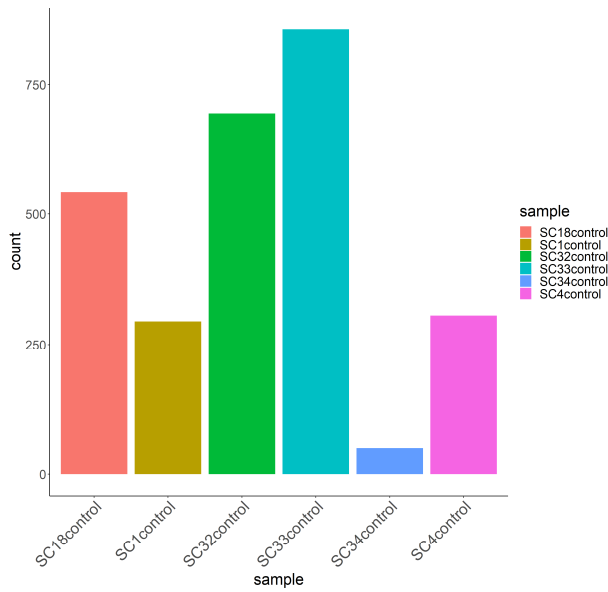

**Supplementary Figure 5. Single cell analysis quality metrics related to the normal skin samples.**

**A.** Overall complexity. **B.** Histogram of genes per cell. **C** Number of UMIs/transcripts per cell. **D.** Mitochondrial gene expression per cell. **E.** Correlation between genes and UMIs. **F.** Number of cells per sample.

Figure S6. Single cell analysis quality metrics related to the neurofibroma fibroblast cluster

A

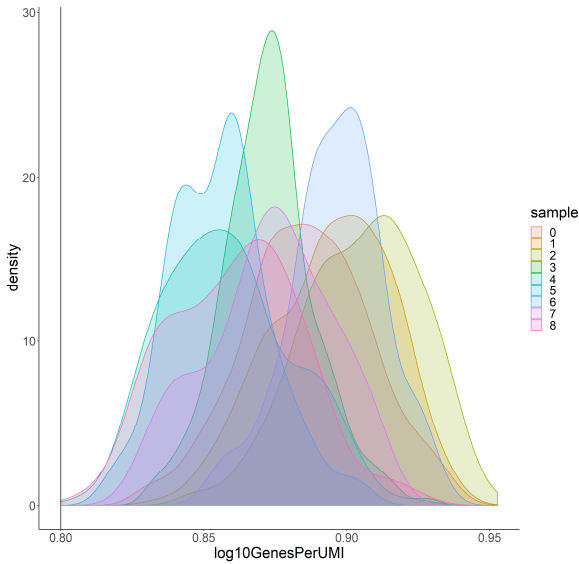

B

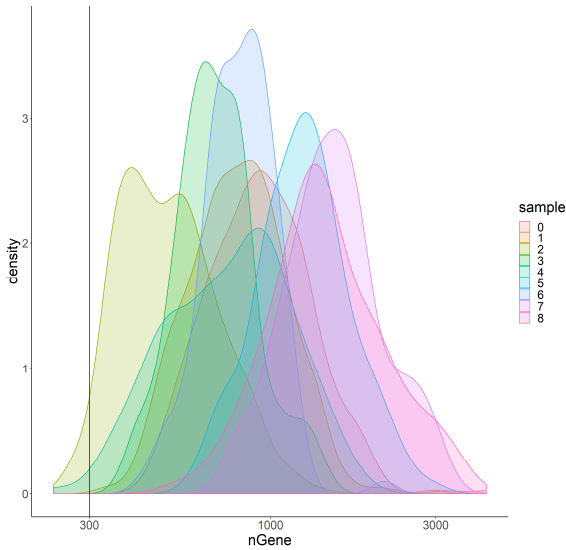

C

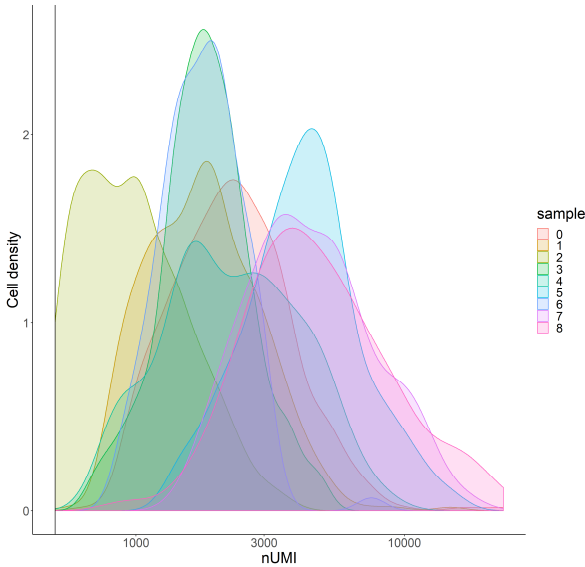

D

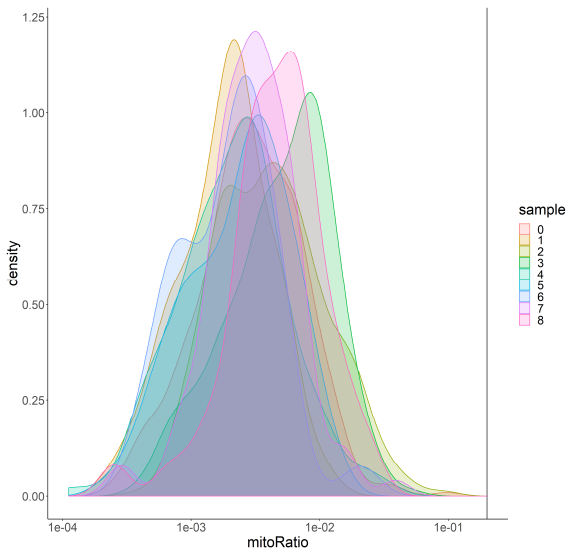

E

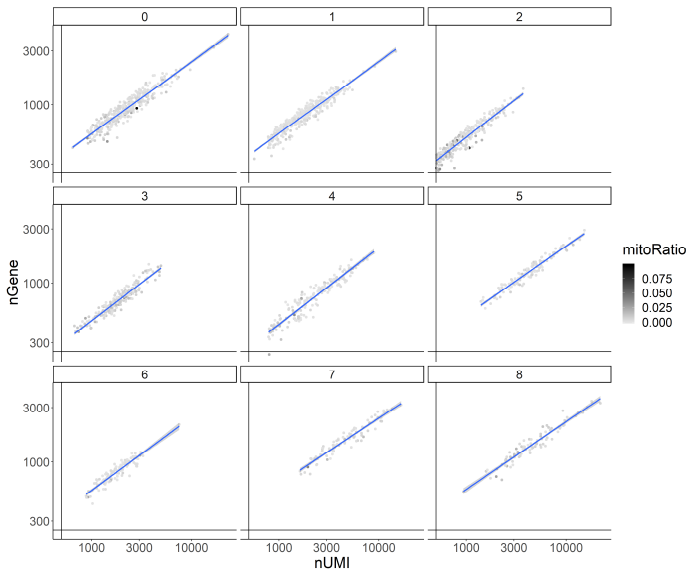

F

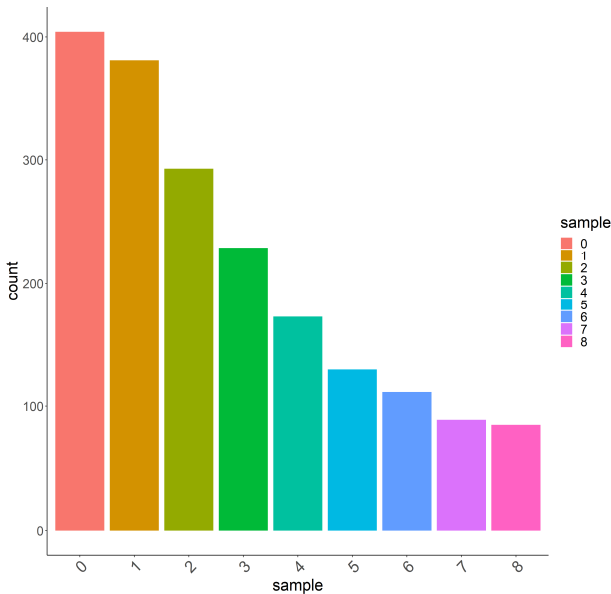

**Supplementary Figure 6. Single cell analysis quality metrics related to the neurofibroma fibroblast cluster.**

**A.** Overall complexity. **B.** Histogram of genes per cell. **C** Number of UMIs/transcripts per cell. **D.** Mitochondrial gene expression per cell. **E.** Correlation between genes and UMIs. **F.** Number of cells per sample.

How the deposited data were processed for this re-analysis (not part of the article)

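Single-cell RNA sequencing had been done on cells of 3 cutaneous neurofibromas at the globular stage. The authors processed the reads with Cell Ranger 3.0.0 against the GRCh38 reference transcriptome and the UMI counts with Seurat 3.0.0. They filtered cells on genes detected per UMI and on mitochondrial content and kept genes found in more than 3 cells. The deposited files, 1 per tumour, hold the authors' LogNormalize values in natural log units, the log of 1 plus the UMIs of a gene per 10000 UMIs of the cell. They list genes by symbol and give no cell type, and the raw counts, the normal skin cells (from a published dataset), the quantitative PCR and the stained sections are not among the deposited files, so sentences about those were left without data.

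From these values the UMIs of each cell were worked back, and checked to lie within 0.01 of whole numbers. The 3 tumours have 17132 cells, with a median of 1771 UMIs per cell. At this depth a gene of low expression is missed in most cells that express it, so shares of cells with a UMI were given beside those of other cell types and after thinning each cell to 1000 UMIs, as the expected share over all random draws without replacement. Cells with fewer UMIs were left out of the thinned shares. Limits on a share of 0 count 3 cells and cover counting error only.

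Variable genes were chosen by a mean variability plot, the tumours were integrated by canonical correlation analysis with 30 dimensions, UMIs and mitochondrial content were regressed out, and clusters were found with 10 principal components at a resolution of 0.3, in Seurat 5.3.0 under R 4.3.3. Clusters were named from marker lists: a marker counted when at least 5% of a cluster's cells had it and its mean was at least 2 times the lower quartile over clusters, and the type with the highest mean log2 level among those with at least 3 counted markers gave the name. This rule on strength replaced one on the share of markers after that one was seen to misname a Schwann cluster of tumour 2. Other computations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Doublets were searched for in each tumour with Scrublet in scanpy 1.11.5, which marked 7 of 17132 cells (0.0409%), a share too low for the search to have worked on these values, so doublets were not removed.

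Matrisome genes were taken from 12 gene families, since the Matrisome Project list is not among the files. limma 3.58.1 was fitted to log2 of the mean UMIs per 10000 plus 0.1, for each tumour and cell type with at least 10 cells, with the tumour as a block and a trend in the prior variance. Genes with a mean of at least 0.1 in a cell type were tested, and each cell type was compared with the mean of the others. Genes were called at an adjusted p of 0.05 (Benjamini-Hochberg) and a log2 fold change of at least 1. For single genes compared with the next highest cell type, the threshold was an adjusted p of 0.05 alone. The method was tested on simulated data before use. Single comparisons used exact sign-flip permutation tests over the 3 tumours, two-sided.

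Genes were named in the text by a rule fixed before the data were examined: every gene the paper names for the single-cell data, collagens among the 10 highest in a cell type, the genes of the paper's quantitative PCR, and for each cell type the 3 called matrisome genes with the largest fold change that were higher in every tumour. Genes of the cell type marker lists, which were fixed at the same time, are named where they were used. The choice of the markers that stand for kinds of immune cells was made after the data were examined, and GNLY and KRT17, which are not in the lists, were added then. Other genes outside this rule are marked where they are named. Gene coordinates are from GENCODE 44 on GRCh38, matched by symbol. The paper names GRCh38 but not the annotation release. CTGF was not found there under this symbol and has no coordinates.

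Alternatives set before the data were examined were clustering with all variable genes, each tumour on its own, 1000 cells per tumour, a resolution of 0.8, 20 principal components, pseudocounts of 1 and 0.01, no filter on low genes, at least 25 cells, no tumour block, means of the deposited log values, thinning to 500 UMIs or none, Scrublet calls left out, and each tumour left out in turn. Leaving out the 5% of cells with the highest Scrublet score in each tumour was added after the data were seen.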

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

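The test of keratinocytes by CLDN1 against keratins was chosen only after the result was seen; the other tests in this part were set before.

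In 9.11% of the 9493 fibroblasts a UMI of CLDN1 was found, a gene the paper does not discuss and a marker of perineurial cells, a cell type it does not name. The share was 26.8%, 1.68% and 5.68% in tumours 1, 2 and 3, against 2.33% of Schwann cells, 1.27% of hematopoietic cells, 0.736% of pericytes, 0.560% of endothelial cells and 0.466% of APCs over all tumours. In tumour 1 alone it was 7.08% of Schwann cells and 2.18% of endothelial cells. These shares were not compared at equal depth. A count of 0 would allow up to 0.0316% of the fibroblasts. Tumour 1 holds 695 of the 865 fibroblasts with CLDN1, so the level rests mainly on that tumour. The gene leads, with ITGA6, ENTPD2 and ITGB4, a fibroblast subcluster of 1556 cells, of which 978 come from tumour 1, 310 from tumour 2 and 268 from tumour 3; these genes were chosen after their values were seen. Of a list of 5 perineurial markers fixed before the data were examined (SLC2A1, CLDN1, ITGB4, MUC1 and CDKN2B), 3 were at least 2 times higher in the subcluster than in other fibroblasts. CLDN1 was at 2.04 ± 1.36 UMIs per 10000 (SD, n = 3) against 0.362 ± 0.484, SLC2A1 at 0.596 ± 0.246 against 0.127 ± 0.0134 and ITGB4 at 0.578 ± 0.484 against 0.0604 ± 0.0661, each higher in 3 of 3 tumours. MUC1 and CDKN2B were near the limit of detection.

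RNA of Schwann cells would bring the markers at most at the level of Schwann cells. On average over the list, they lay 0.76 ± 0.17 higher in the subcluster than in Schwann cells on the log2 scale, and higher in every tumour, which argues against this source; however, ITGB4 and CDKN2B were higher in Schwann cells, at 1.08 ± 0.591 and 0.147 ± 0.144. RNA of keratinocytes, which also express CLDN1 and ITGB4, would raise keratins. The 5 keratinocyte markers found in the files were higher in the subcluster than in other fibroblasts by 0.18 ± 0.17 in 3 of 3 tumours, which goes with this source. Keratinocyte RNA thus stays open as a possible source by the test set before. In the comparison chosen afterwards, KRT5 and KRT14 together were at 0.103 ± 0.132 UMIs per 10000, below CLDN1 by 3.40 ± 1.69 on the log2 scale and in every tumour. The 10 cells of the data with UMIs of both KRT14 and KRT17 had KRT14 at 121 and no CLDN1, but 6 of these cells are classed as pericytes, so they are a weak reference for keratinocytes. Whole keratinocytes would bring more KRT14 than this, which argues against them as the source of most of the CLDN1. The tests differ in direction, so the source of these transcripts is not settled. No biological explanation was tested, and differences between tumours in the tissue sampled stay open.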

How the results depend on the processing

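The alternatives that leave out the 5% of cells with the highest Scrublet score were chosen only after the data were seen. Over 27 results and their alternatives, 347 values were recomputed. Of these, 317 stayed on the same side of the threshold or within the spread between tumours (for counts, within 1.5 times), and none reversed a result whose main value exceeded its spread. Scrublet marked too few cells to tell anything about doublets, so leaving its calls out tests nothing.

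The count of matrisome genes, 269, was 195 to 210 with a tumour left out, and 55 with means of the deposited log values and 125 with a pseudocount of 1. Both of these settings shrink differences of genes with low expression by construction, since the threshold on the fold change is kept. Of the 125 genes, 125 are among the 269, as are 55 of the 55.

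The log2 ratio of collagen VI in fibroblasts to the other cell types, 2.12, was 2.60 with each tumour clustered on its own and 2.70 with 1000 cells per tumour. Cell types with fewer than 10 cells in a tumour do not enter the mean of the others. Both settings thus lack Schwann cells in tumour 3, where these were the highest of the others at 15.3 UMIs per 10000. They also lack hematopoietic cells in tumour 1. The ratios therefore rest on different sets of cell types. How much of the change this explains was not tested. With means of the deposited log values, turned to log2 and summed over the 3 genes, fibroblasts were higher by 4.47, a difference of sums that is not a ratio and cannot be set against 2.12. The ratio was 1.97 to 2.38 with a tumour left out. The log2 ratio of collagen VI to collagen I within fibroblasts, 0.12, was -0.03 to 0.37 with a tumour left out, so its direction is not settled by these data. The same means of log values, summed over 3 collagen VI genes and over 2 collagen I genes, differed by 1.73. This is not a ratio either, and the sum over more genes is higher by construction.

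The log2 ratio of ACTA2 between pericytes and fibroblasts, 4.81, was 3.73 with 1000 cells per tumour, 3.34 with a pseudocount of 1, and 4.33 to 5.22 with a tumour left out. With means of the deposited log values, turned to log2, pericytes were higher by 1.95, on another scale than the ratio. A larger pseudocount lowers the ratio by construction; the cause of the value with 1000 cells was not tested. Pericytes were higher under all 13 alternatives run.

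Detection follows depth. The share of fibroblasts with both collagens, 47.7%, was 69.5% without thinning, and the log2 ratio of that share to the expected one, 0.13, was 0.25 at 500 UMIs and 0.0499 without thinning. Without thinning, the shares of fibroblasts with ACTA2, FAP, DPP4 and COL11A1 were 7.58%, 8.84%, 0.245% and 1.31%, and at 500 UMIs the share with ACTA2 was 1.73%. With a tumour left out, the share with both collagens was 36.1% to 53.5%, ACTA2 2.65% to 3.90%, FAP 2.68% to 5.58%, DPP4 0.0313% to 0.0951% and COL11A1 0.372% to 0.874%.

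In the fibroblast subclusters, the highest level of collagen VI over all fibroblasts, 1.5 times, was 1.20 times with 1000 cells per tumour and 1.29 times with 20 principal components, and that of collagen I, 1.72 times, was 1.24 times with 1000 cells per tumour; the cause was not tested. The number of subclusters was 4 to 11 over the clustering alternatives.

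Of the 8 matrisome markers named by the paper, 5 passed the threshold against the next highest cell type. With a pseudocount of 0.01 only 1 did, CCL5, and the other settings gave 4 to 6. A small pseudocount widens the spread of genes with UMIs missing in a tumour by construction. For single genes, 119 of 128 alternatives were on the same side of the threshold, 6 fell short of it and 3, all for FN1, passed it.

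The shares of cells of each type moved by less than the spread between tumours in all alternatives run. Where a tumour was left out, this holds by construction. That spread is also large: with a tumour left out, fibroblasts were 58.9% to 70.8%, endothelial cells 14.2% to 26.6%, APCs 3.78% to 10.7%, Schwann cells 2.74% to 5.33%, pericytes 1.93% to 3.55% and hematopoietic cells 1.66% to 3.17%.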

Differences from the paper's values

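The paper's reported number of matrisome genes is 115, and 269 were called here, from gene families in place of the Matrisome Project list, with tumours as replicates where the paper's test took cells. Of the alternatives set before the data were examined, a pseudocount of 1 (125 genes) falls within 1.5 times the paper's value. The others do not: all variable genes (263), each tumour on its own (260), 1000 cells per tumour (204), a resolution of 0.8 (267), 20 principal components (274), Scrublet calls left out (269), a tumour left out (195 to 210), a pseudocount of 0.01 (205), no filter (228), 25 cells (278), no tumour block (244) and means of the deposited log values (55). Leaving out the cells with the highest Scrublet scores, chosen after seeing the values, also gave 269.

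The paper reports 5 clusters for each sample. At the same resolution, 8, 8 and 6 clusters were found in tumours 1, 2 and 3 clustered on their own. For tumour 3 the numbers lie within 1.5 times of each other. The paper's number of fibroblast subclusters is 9, and 5 were found here. A resolution of 0.8 (10 subclusters) falls within 1.5 times the paper's number. All variable genes (5), 1000 cells per tumour (4), 20 principal components (5) and Scrublet calls left out (5) do not, nor does leaving out the highest Scrublet scores, chosen after seeing the values (5). Each tumour on its own gave 11, but this number is added over separate clusterings of the 3 tumours. It cannot be set against the paper's number, which is for the fibroblasts together.

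The paper's legend of Figure S1B gives 17312 cells, where its text and the files have 17132.

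The paper names FN1 as a matrisome marker of fibroblasts, in which it had the highest mean. For FN1 against Schwann cells the log2 fold change was 0.97 (adjusted p = 0.48); it passed the threshold with all variable genes (2.30, adjusted p = 0.0073), with 25 cells (1.84, adjusted p = 0.044) and with means of the deposited log values (a difference of 0.77 in mean log2 of 1 plus UMIs per 10000, adjusted p = 0.012), and adjusted p ranged up to 0.91. The paper describes collagen XVIII as mostly limited to pericytes; COL18A1 was at 1.89 ± 1.17 UMIs per 10000 (SD, n = 3) in fibroblasts and 1.75 ± 0.329 in Schwann cells against 3.63 ± 1.41 in pericytes.

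The paper states that the fibroblasts do not abundantly secrete collagen I, asks which other collagen predominates, and places collagen VI among the most highly expressed. In transcripts, collagen VI held 30.5% and collagen I 28.5% of the collagen UMIs in fibroblasts, and COL3A1 was the single collagen gene with the highest mean over tumours, though COL1A2 was the highest in tumour 1. Transcripts do not measure the secreted protein that the paper's stains show.

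The other 10 numbers compared with the paper's text, 18 shares read from Figure S1B and 25 shares compared with Table S1 were within 1.5 times of the paper's or within the spread between tumours. The copy of Table S1 at hand holds 1999 of its 2732 rows and none of its fibroblast rows.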

Other observations

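The test of depth in Schwann cells and the comparisons of collagen VI there with the highest marker, with fibroblast subclusters and with collagen I and FN1 were chosen only after the result was seen; the other tests in this part were set before.

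To test whether the matrisome calls could come from chance, cell type labels were drawn anew among the cells of each tumour. With the real labels counted as 1 of 100 splits, 1 of 100 gave as many genes called (269), and the highest other split gave 1. The real labels came from clustering the expression of the same cells, though with matrisome genes kept out, and the random labels did not. Random labels were therefore expected to give fewer calls, and the comparison cannot exclude chance in the clustering itself. It says only that the cell types differ in these genes more than random groups of cells do.

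Schwann cells had collagen VI at 55.0% of its level in fibroblasts, averaged over tumours. Free RNA or doublets of fibroblasts would carry all abundant fibroblast transcripts alike. The median fibroblast marker was at 28.5% of its level in fibroblasts, and collagen VI lay above this median by 0.98 ± 0.33 on the log2 scale (SD, n = 3), by 0.74 to 1.36 in single tumours. The 7 markers ranged from 19.9% for CFD to 41.4% for MMP2 (named after their values were seen), and collagen VI lay above the highest of them in each tumour, by 0.21 to 0.28. No fibroblast subcluster of at least 20 cells had as large an excess of collagen VI over the median marker: Schwann cells exceeded the highest by 0.62 ± 0.21. This argues against fibroblast RNA as the whole source, though part of the collagen VI in Schwann cells may come from it. The pattern is not limited to collagen VI: in Schwann cells COL1A2 was at 57.8% ± 19.1 of its level in fibroblasts and collagen I summed at 48.3% ± 9.38. FN1 was at 65.2% ± 51.6 (17.1%, 58.9% and 120% in tumours 1, 2 and 3). In contrast, COL1A1, at 38.5% ± 12.7, and COL3A1, at 32.6% ± 11.5, lay within the range of the markers. Whether Schwann cells express these genes was not tested. Tumour 3 holds only 17 Schwann cells, so its values are uncertain. Low depth alone does not account for the collagen VI of Schwann cells either. Hematopoietic cells, with a median of 1119 UMIs against 900, had less in each tumour, by 1.59 ± 0.53 on the log2 scale. Pericytes, closer in median depth at 946, also had less, by a smaller gap. They were at 3.03, 9.37 and 8.26 UMIs per 10000 in tumours 1, 2 and 3, and Schwann cells at 6.755, 13.6 and 15.3. Expression of collagen VI by Schwann cells is a hypothesis found and tested on the same data, and no biological explanation was tested by the design. COL20A1 was also highest in Schwann cells, at 2.52 ± 0.0540 UMIs per 10000 against at most 0.0644 ± 0.112 in another cell type.

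COL18A1 was found in fibroblasts and Schwann cells as well as in pericytes. Free RNA of pericytes would bring the pericyte markers, of which RGS5 is one, in the same proportion. Relative to pericytes, COL18A1 lay above the median of 9 pericyte markers by 2.30 ± 0.58 on the log2 scale in fibroblasts and by 2.42 in Schwann cells, and in every tumour. The 0.1 added to each level in this test was chosen after ratios of 0 had been seen. This argues against pericyte RNA as the source. Expression by fibroblasts and Schwann cells is a candidate explanation, found and tested on the same data.

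A fibroblast subcluster of 164 cells was led by endothelial genes, such as ANGPT2, STC1 and PLVAP, which were chosen after their values were seen. If these were doublets of fibroblasts and endothelial cells, they would hold more UMIs than either type and markers of both. Their median was 6654 UMIs, and in each tumour it was at least 1.87 times that of the deeper of the 2 types. Their fibroblast markers lay above those of endothelial cells by 1.53 ± 0.62 on the log2 scale, and their endothelial markers above those of other fibroblasts by 3.13, in every tumour. Doublets may therefore make up this subcluster. Endothelial cells of high RNA content that hold free RNA of fibroblasts stay open and were not tested. With the 5% of highest Scrublet scores left out, the log2 ratio of collagen VI in fibroblasts to the other cell types was 2.20 against 2.12. The subcluster holds 1.73% of fibroblasts.

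The files hold cells that the filter stated in the methods would leave out: 60, 253 and 81 cells of tumours 1, 2 and 3 have fewer than 200 genes per 1000 UMIs, and 18860 of the 19734 genes are found in more than 3 cells. The highest mitochondrial share of a cell was 9.14%, 5.00% and 9.77%.

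The genes of the paper's quantitative PCR were expressed as follows in the single cells. COL3A1 was at 4.95 ± 3.40 UMIs per 10000 in Schwann cells, CTGF at 5.34 ± 4.30 in endothelial cells and 11.4 ± 4.09 in fibroblasts, LOX at 0.714 ± 0.263 in fibroblasts and at most 0.219 ± 0.0635 elsewhere, and LOXL2 at 0.227 ± 0.131 in fibroblasts and 0.219 ± 0.121 in pericytes. The samples of the quantitative PCR are not among the files.

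Clusters of fibroblasts were led by genes of stress and inflammation, such as HSPA6, GADD45B, IL6 and PTGS2, chosen after their values were seen. The dissociation of the tissue and the state of the cells in the tumour were not compared, since the deposited files hold no sample without dissociation.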
